# XX sex chromosome complement promotes atherosclerosis in mice

**DOI:** 10.1038/s41467-019-10462-z

**Published:** 2019-06-14

**Authors:** Yasir AlSiraj, Xuqi Chen, Sean E. Thatcher, Ryan E. Temel, Lei Cai, Eric Blalock, Wendy Katz, Heba M. Ali, Michael Petriello, Pan Deng, Andrew J. Morris, Xuping Wang, Aldons J. Lusis, Arthur P. Arnold, Karen Reue, Katherine Thompson, Patrick Tso, Lisa A. Cassis

**Keywords:** Atherosclerosis, Dyslipidaemias

## Abstract

Men and women differ in circulating lipids and coronary artery disease (CAD). While sex hormones such as estrogens decrease CAD risk, hormone replacement therapy increases risk. Biological sex is determined by sex hormones and chromosomes, but effects of sex chromosomes on circulating lipids and atherosclerosis are unknown. Here, we use mouse models to separate effects of sex chromosomes and hormones on atherosclerosis, circulating lipids and intestinal fat metabolism. We assess atherosclerosis in multiple models and experimental paradigms that distinguish effects of sex chromosomes, and male or female gonads. Pro-atherogenic lipids and atherosclerosis are greater in XX than XY mice, indicating a primary effect of sex chromosomes. Small intestine expression of enzymes involved in lipid absorption and chylomicron assembly are greater in XX male and female mice with higher intestinal lipids. Together, our results show that an XX sex chromosome complement promotes the bioavailability of dietary fat to accelerate atherosclerosis.

## Abstract (web summary)

Men and women differ in their risk of developing coronary artery disease, in part due to differences in their levels of sex hormones. Here, AlSiraj et al. show that the XX sex genotype regulates lipid metabolism and promotes atherosclerosis independently of sex hormones in mice.

## Introduction

Sex chromosomes and sex hormones are the primary determinants of biological sex. A plethora of research has focused on the role of sex hormones as mediators of sex differences in a variety of diseases, most especially cardiovascular diseases^1,2^. Generally, results from these studies suggest that estrogens have beneficial effects on circulating lipid profiles (e.g., increase HDL)^3–6^ and protect against coronary artery disease (CAD)^7–10^, and that these benefits are typically lost in postmenopausal females. Notably, some studies report that postmenopausal females exhibit a pro-atherogenic lipid profile and an increase in CAD to a level that not only catches up to, but exceeds that of age-matched males^11–13^. This suggests that female gonadal hormones, such as estrogens, are unlikely to be the only determinant of sex differences in CAD risk.

In comparison to sex hormones, genes residing on sex chromosomes have been relatively under-studied as causes of sex differences in disease development. While the Y chromosome has evolved to contain few genes, the X chromosome contains as much as 5% of the human genome, and could thus potentially mediate sex differences in a variety of factors and/or diseases^14,15^. Unfortunately, many large-scale genome-wide association studies (GWAS)^16^, including GWAS studies in subjects with CAD^17,18^, have neglected analysis of genes residing on sex chromosomes. Thus, the contribution of sex chromosome genes to CAD, and other common diseases, is not well characterized.

We use the Four Core Genotypes (FCG) mouse model^19–21^, which generates XX and XY female mice with ovaries, and XX and XY male mice with testes, to define the role of sex chromosome genotype on circulating lipids and atherosclerosis. Our results demonstrate that an XX sex chromosome genotype, relative to XY, promotes the development of atherosclerotic lesions in multiple mouse models and this is associated with profound dyslipidemia, enhanced adiposity, and augmented dietary fat bioavailability. While gonadal hormones also regulated some of these factors, the pronounced effects of XX sex chromosome genotype persist in gonadectomized (GDX) mice. Moreover, higher serum lipids and atherosclerosis are evident in XX female and male mice under different experimental paradigms (e.g., diet, genetic background, gonadectomy), and multiple linear regression analysis reveals sex chromosome genotype as an explanatory variable for the development of atherosclerosis. Our data suggest that the greater atherosclerosis susceptibility in XX compared to XY mice is associated with enhanced absorption and bioavailability of dietary fat, which likely influences serum lipid levels and adiposity. Our findings may have important ramifications for human health, particularly following menopause, when protective effects of female sex hormones are lost, and the effects of an XX sex chromosome genotype may contribute to pro-atherogenic lipid profiles and CAD.

## Results

### XX males and females have high food intake and body weight

We generated FCG mice (XX females, XX males, XY males, and XY females) on an *Ldlr*^−/−^ C57BL/6 J background to study effects of sex chromosome genotype on serum lipids and atherosclerosis. Mice were defined as male or female on the presence of testes or ovaries, respectively. Serum testosterone concentrations were higher in male than female mice, regardless of sex chromosome genotype (Male, XX: 2.89 ± 1.28, XY: 1.65 ± 0.85; Female, XX: 0.55 ± 0.08, XY: 0.33 ± 0.14 ng/ml; *P* < 0.005 for male compared to female by 2-way ANOVA with Holm–Sidak test). However, there were no differences in serum testosterone concentrations between XX and XY mice, regardless of sex. Gonadectomy decreased significantly serum testosterone concentrations in both sexes, with more pronounced reductions in males (GDX, Male, XX: 0.24 ± 0.04, XY: 0.15 ± 0.06; Female, XX: 0.24 ± 0.09, XY: 0.06 ± 0.04 ng/ml; *P* < 0.001 compared to intact within sex and sex chromosome genotype by 2-way ANOVA with Holm–Sidak test). We were unable to quantify serum estrogen concentrations because of interference from plasma lipids within the ELISA. At baseline and following 1 week of the Western diet, males had significantly higher body weights than females, regardless of sex chromosome genotype (Fig. 1a; *P* *<* *0.001* 3-way ANOVA with Holm–Sidak test). Moreover, XX mice (at baseline or following 1 week of Western diet), regardless of whether they were females or males, had significantly higher body weights (Fig. 1a; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test) and lean mass (Fig. 1b; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test) than XY mice of either sex, in agreement with previous reports^22^. Fat mass was significantly higher at baseline in XX male (*P* *<* 0.001, 3-way ANOVA with Holm–Sidak test), but not XX female mice (*P* *=* 0.383, 3-way ANOVA with Holm–Sidak test) compared to XY mice of either sex (Fig. 1c; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test).

**Fig. 1:**
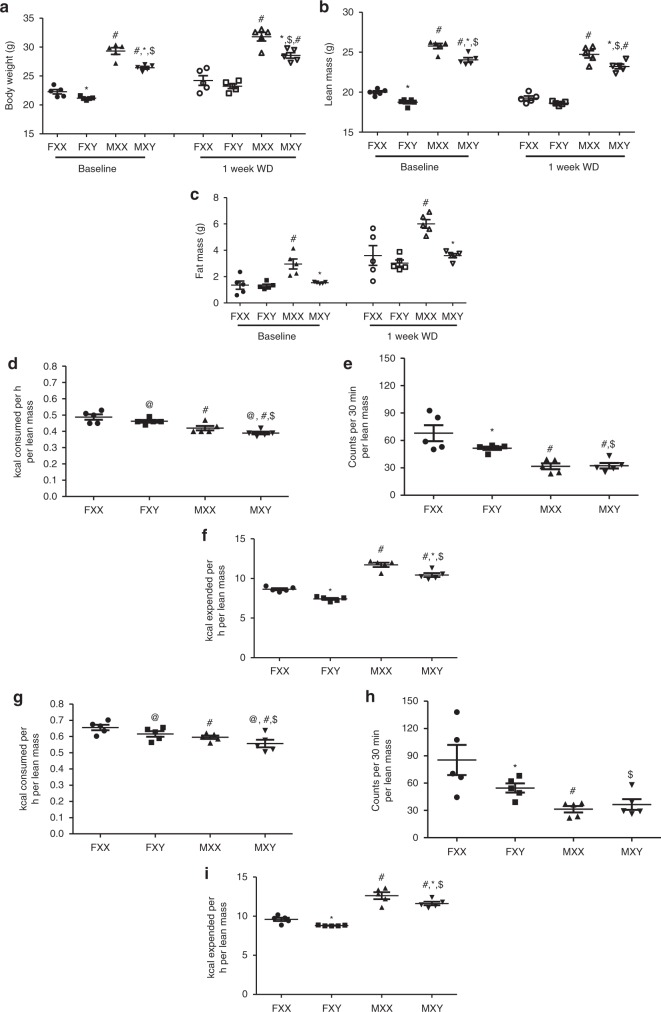
XX male and female mice have higher body weight, fat mass and food intake. **a** Body weight of mice of each sex chromosome complement and gonadal sex at baseline (when fed standard murine diet) or after 1 week of consumption of a Western diet (WD). Lean (**b**) and fat (**c**) mass (gm). **d** Food intake, normalized to lean mass, of mice fed standard murine diet. **e** Physical activity, normalized to lean mass, of mice fed standard murine diet. **f** Energy expenditure, normalized to lean mass, of mice fed standard murine diet. **g** Food intake, normalized to lean mass, of mice fed a Western diet (1 week). **h** Physical activity, normalized to lean mass, of mice fed a Western diet. **i** Energy expenditure, normalized to lean mass, of mice fed a Western diet. Symbols represent individual mice per group (*n* = 5 mice/group) per measurement, with horizontal lines representing mean ± SEM. *P < 0.05 compared to XX within gonadal sex. #*P* < 0.05 compared to female within sex chromosome complement. $*P* < 0.05 compared to XX females. @*P* < 0.05 main effect of sex chromosome complement. Data were analyzed by 3-way ANOVA (A-C) with Holm–Sidak test, or by 2-way ANOVA (**d**–**i**) with Holm–Sidak test. Source data are available as a Source Data file

Female mice had significant increases in food intake and activity compared to males, regardless of sex chromosome genotype, while males of each genotype had higher energy expenditure than females (Fig. 1d–f). Moreover, XX mice with higher body weights and fat mass had significantly higher food intake (male and female, Fig. 1d; *P* *=* 0.028, 2-way ANOVA with Holm–Sidak test), activity (female, Fig. 1e; *P* *=* 0.033, 2-way ANOVA with Holm–Sidak test), and energy expenditure (male and female, Fig. 1f; *P* *<* 0.001, 2-way ANOVA with Holm–Sidak test) than XY mice of either sex. When male and female mice were challenged short-term for 1 week with a Western diet, differences in body weight (Fig. 1a), lean and fat mass (Fig. 1b, c), food intake (Fig. 1g; *P* *=* 0.04, 2-way ANOVA with Holm–Sidak test), activity (female, Fig. 1h; *P* *=* 0.03, 2-way ANOVA with Holm–Sidak test) and energy expenditure (Fig. 1i; *P* *=* 0.003, 2-way ANOVA with Holm–Sidak test) of XX compared to XY mice (male or female) were augmented.

### XX males and females have high lipids and atherosclerosis

We fed male and female XX and XY *Ldlr*^−/−^ mice a Western diet for 4 months to examine effects of sex chromosome genotype on serum lipids and atherosclerosis. To separate the contribution of sex chromosomes and sex hormones, male and female mice of each sex chromosome genotype were either gonadally intact (Intact) or surgically gonadectomized (GDX) two weeks prior to initiation of the Western diet. Males (Intact) had increased body weights (Fig. 2a; *P* *<* *0.001*, 3-way ANOVA with Holm–Sidak test) and fat mass (Fig. 2b, *P* < 0.001, 3-way ANOVA with Holm–Sidak test) compared to females, regardless of sex chromosome genotype. Moreover, XX female and male mice (Intact) had greater body weights (Fig. 2a, b; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test), with 1.4–2.7-fold increases of the weights of white adipose tissue (Table 1) compared to XY mice of either sex. Gonadectomy decreased body weights of male, but not female *Ldlr*^−/−^ mice, regardless of sex chromosome genotype (Fig. 2a; *P* < 0.001, 3-way ANOVA with Holm–Sidak test). Moreover, greater body weights (Fig. 2a, b) and fat mass (Table 1) of XX mice, relative to XY, persisted after gonadectomy.

**Fig. 2:**
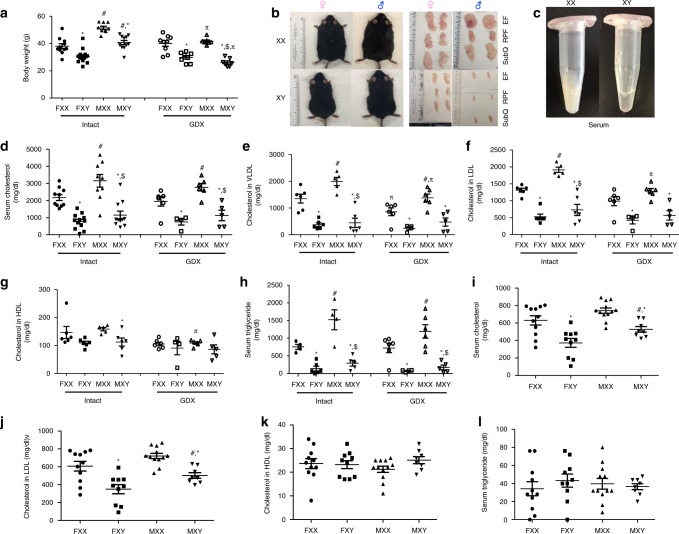
An XX sex chromosome complement promotes obesity and dyslipidemias. **a** Body weights (gm) of male and female intact and gonadectomized (GDX) mice of each genotype (Intact: FXX, *n* = 11; FXY, *n* = 14; MXX, *n* = 9; MXY, *n* = 11; GDX: FXX, *n* = 9; FXY, *n* = 8; MXX, *n* = 7; MXY, *n* = 7). **b** Representative pictures of mice from each group (left), with adipose tissue depots illustrated. **c** Representative pictures of serum from XX and XY male mice. **d** Total serum cholesterol concentrations (Intact: FXX, *n* = 10; FXY, *n* = 12; MXX, *n* = 9; MXY, *n* = 11; GDX: FXX, *n* = 6; FXY, *n* = 4; MXX, *n* = 6; MXY, *n* = 5). Concentrations of very low density lipoprotein (VLDL)-cholesterol (**e**) (Intact: FXX, *n* = 6; FXY, *n* = 6; MXX, *n* = 5; MXY, *n* = 6; GDX: FXX, *n* = 6; FXY, *n* = 4; MXX, *n* = 6; MXY, *n* = 5), low density lipoprotein (LDL)-cholesterol (**f**) (Intact: FXX, *n* = 6; FXY, *n* = 6; MXX, *n* = 5; MXY, *n* = 6; GDX: FXX, *n* = 6; FXY, *n* = 4; MXX, *n* = 6; MXY, *n* = 5) and high density lipoprotein (HDL)-cholesterol (**g**) (Intact: FXX, *n* = 6; FXY, *n* = 4; MXX, *n* = 6; MXY, *n* = 5; GDX: FXX, *n* = 6; FXY, *n* = 4; MXX, *n* = 6; MXY, *n* = 5) and TG (**h**) (Intact: FXX, *n* = 4; FXY, *n* = 6; MXX, *n* = 4; MXY, *n* = 5; GDX: FXX, *n* = 6; FXY, *n* = 4; MXX, *n* = 6; MXY, *n* = 5) in *Ldlr*^−/−^ mice fed a Western diet for 4 months. Concentrations of total serum cholesterol (**i**) (FXX, *n* = 11; FXY, *n* = 10; MXX, *n* = 12; MXY, *n* = 8), LDL-cholesterol (**j**) (FXX, *n* = 11; FXY, *n* = 10; MXX, *n* = 12; MXY, *n* = 8), HDL-cholesterol (**k**) (FXX, *n* = 11; FXY, *n* = 10; MXX, *n* = 12; MXY, *n* = 8) and TG (**l**) (FXX, *n* = 11; FXY, *n* = 10; MXX, *n* = 12; MXY, *n* = 8) in *Apoe*^−/−^ mice fed a standard murine diet. Symbols represent individual mice per group per measurement, with horizontal lines representing mean ± SEM. *P < 0.05 compared to XX within gonadal sex. #*P* < 0.05 compared to female within sex chromosome complement. $*P* < 0.05 compared to XX females. Data were analyzed by 3-way ANOVA (**a**, **d**–**h**) with Holm–Sidak test, or by 2-way ANOVA (**i**–**l**) with Holm–Sidak test. Source data are available as a Source Data file. RPF retroperitoneal, EF epididymal, SubQ subcutaneous

**Table 1:** Characteristics of mice of each group

	Parameter	FXX	FXY	MXX	MXY
Intact *Ldlr*^−/−^ on Western Diet	Retroperitoneal Fat/body weight (%)	2.04 ± 0.3	0.92 ± 0.2	2.54 ± 0.17	1.57 ± 0.17
	SubQ Fat/body weight (%)	2.19 ± 0.17	1.85 ± 0.17*	3.5 ± 0.27	1.89 ± 0.24*
	Gonadal Fat/body weight (%)	6.06 ± 0.65	3.06 ± 0.4^*^	4.94 ± 0.22^#^	4.59 ± 0.38*
	Liver/body weight (%)	5.8 ± 0.23	6.3 ± 0.11	7.9 ± 0.24	5.8 ± 0.17
Gonadectomized *Ldlr*^−/−^ on Western Diet	Retroperitoneal Fat/body weight (%)	3 ± 0.34	1.2 ± 0.2	2.1 ± 0.12	0.59 ± 0.09
	SubQ Fat/body weight (%)	3.0 ± 0.21	1.7 ± 0.2*	3.66 ± 0.43	1.27 ± 0.15*
	Gonadal Fat/body weight (%)	5.1 ± 0.23	2.5 ± 0.3*	5.18 ± 0.62	2.01 ± 0.45*
	Liver/body weight (%)	6.3 ± 0.27	5.9 ± 0.1	5.88 ± 0.25	5.3 ± 0.17
*Apoe*^−/−^ on Chow Diet	SubQ Fat/body weight (%)	0.87 ± 0.13	0.60 ± 0.10	0.85 ± 0.10	0.73 ± 0.05
	Gonadal Fat/body weight (%)	0.86 ± 0.23	0.40 ± 0.13	0.73 ± 0.10	0.55 ± 0.08
	Liver/body weight (%)	4.44 ± 0.17	4.70 ± 0.22	4.30 ± 0.10	4.42 ± 0.18
C57BL/6 J on Atherogenic Diet	SubQ Fat/body weight (%)	0.95 ± 0.12	0.70 ± 0.06*	0.64 ± 0.05	0.47 ± 0.03
	Gonadal Fat/body weight (%)	2.16 ± 0.31	1.11 ± 0.16*	1.33 ± 0.23	0.30 ± 0.16
	Liver/body weight (%)	7.50 ± 0.40	9.51 ± 0.35*	8.45 ± 0.51	11.6 ± 1.0*

Data are mean ± SEM

Data are analyzed by 2-way ANOVA with Holm–Sidak test

*P < 0.05 compared to XX within gonadal sex. ^#^*P* < 0.05 compared to female within genotype

Lipid content of serum from XX *Ldlr*^−/−^ mice fed a Western diet was visibly greater than XY *Ldlr*^−/−^ mice (Fig. 2c). Serum total cholesterol concentrations were significantly higher in male compared to female mice, regardless of sex chromosome genotype or surgery (GDX) (Fig. 2d; *P* *<* *0.001*, 3-way ANOVA with Holm–Sidak test). Moreover, serum total cholesterol concentrations were markedly higher ( > 3-fold) in XX female and male mice compared to XY mice of either sex (Fig. 2d; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test), and these effects persisted in GDX mice. However, there was no significant effect of gonadectomy of male or female *Ldlr*^−/−^ mice on serum cholesterol concentrations, regardless of sex chromosome genotype. Serum concentrations of VLDL- (Fig. 2e; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test) and LDL-cholesterol (Fig. 2f; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test) were also higher in male compared to female mice, regardless of sex chromosome genotype or surgery. Notably, serum VLDL- and LDL-cholesterol concentrations were also markedly higher in XX than XY mice, regardless of sex or surgery. There was no difference in serum HDL-cholesterol concentrations between males and females, regardless of surgery (Fig. 2g). Serum HDL-cholesterol concentrations were higher in XX males, but not XX females compared to XY mice (Fig. 2g; *P* = 0.018, 3-way ANOVA with Holm–Sidak test). This difference in serum HDL-cholesterol concentrations between male XX and XY mice was not present in GDX mice. Serum triglyceride (TG) concentrations were also higher in male than female mice, regardless of sex chromosome genotype (Fig. 2h; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test). Moreover, XX mice had markedly higher serum TG concentrations than XY mice, and this effect persisted in GDX mice (Fig. 2h; *P* < 0.001, 3-way ANOVA with Holm–Sidak test). There was no effect of GDX on serum TG concentrations in male or female mice of either sex chromosome genotype.

To determine if XX effects on serum lipids and atherosclerosis were specific to an *Ldlr*^−/−^ background and/or required a Western diet, we examined serum cholesterol, TG, LDL- and HDL-cholesterol concentrations in FCG mice fed standard murine diet for 4 months but made hypercholesterolemic by apoliprotein E deficiency (*Apoe*^−/−^). To remove influences of sex hormones, these studies were performed in GDX mice. Similar to findings from *Ldlr*^−/−^ mice, serum total cholesterol and LDL-cholesterol concentrations were higher in male compared to female *Apoe*^−/−^ mice, regardless of sex chromosome genotype (Fig. 2i, j; *P* = 0.004, 3-way ANOVA with Holm–Sidak test). Moreover, XX male and female *Apoe*^−/−^ mice had higher serum total cholesterol (Fig. 2i; *P* *<* 0.001, 2-way ANOVA with Holm–Sidak test) and LDL-cholesterol (Fig. 2j; *P* *<* 0.001, 2-way ANOVA with Holm–Sidak test) concentrations than XY mice of either sex. However, neither serum HDL-cholesterol (Fig. 2k; *P* *=* 0.32, 2-way ANOVA with Holm–Sidak test) nor TG concentrations (Fig. 2l; *P* *=* 0.66, 2-way ANOVA with Holm–Sidak test) were different among the four genotypes.

We assessed the influence of sex chromosome complement on atherosclerosis in three independent FCG mouse genetic backgrounds: *Ldlr*^−/−^ mice (Intact and GDX) fed a Western diet, GDX *Apoe*^−/−^ mice fed standard murine diet, and C57BL/6 J mice fed a cholesterol-enriched atherogenic diet. In aortic arches of *Ldlr*^−/−^ mice, the percent of intimal surface area covered by atherosclerotic lesions was significantly greater in male than female mice (Intact), regardless of sex chromosome genotype (Fig. 3a; *P* *=* 0.029, 3-way ANOVA with Holm–Sidak test). Female XX, but not male XX mice (Intact) had more atherosclerosis than XY mice of the respective sex (Fig. 3a, b; *P* *=* 0.01, 3-way ANOVA with Holm–Sidak test). Gonadectomy increased atherosclerosis in female XX, but not female XY mice (Fig. 3a, b; *P* *=* 0.002, 3-way ANOVA with Holm–Sidak test), suggesting a protective role for female gonadal hormones that requires an XX sex chromosome genotype. In contrast, male XY, but not male XX mice exhibited significantly less atherosclerosis in the GDX groups relative to intact XY males (Fig. 3a, b; *P* *=* 0.046, 3-way ANOVA with Holm–Sidak test), suggesting interactions between testicular hormones and an XY sex chromosome genotype on lesion development. Following gonadectomy, atherosclerosis of XX mice was markedly greater than XY mice, regardless of sex (Fig. 3a, b; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test), demonstrating a robust effect of sex chromosome genotype.

**Fig. 3:**
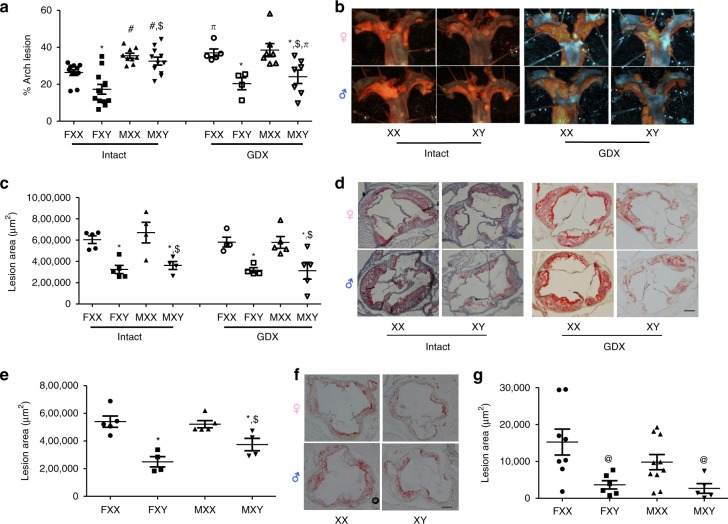
An XX sex chromosome complement augments atherosclerosis in male and female mice. **a** Atherosclerotic lesion surface area, expressed as a percentage of the aortic arch, in aortic arches from male and female XX and XY intact or gonadectomized (GDX) *Ldlr*^−/−^ mice. (Intact: FXX, *n* = 11; FXY, *n* = 12; MXX, *n* = 9; MXY, *n* = 11; GDX: FXX, *n* = 5; FXY, *n* = 4; MXX, *n* = 7; MXY, *n* = 7). **b** Representative aortic arch, stained with Oil Red O, from *Ldlr*^−/−^ mice of each group. **c** Atherosclerotic lesion area, quantified as Oil Red O staining, in tissue sections from the aortic sinus of male and female XX and XY intact or GDX *Ldlr*^−/−^ mice. (Intact: FXX, *n* = 4; FXY, *n* = 5; MXX, *n* = 4; MXY, *n* = 4; GDX: FXX, *n* = 4; FXY, *n* = 4; MXX, *n* = 5; MXY, *n* = 5). **d** Representative aortic sinus tissue sections, stained with Oil Red O, from *Ldlr*^−/−^ mice of each group. **e** Atherosclerotic lesion area in tissue sections from XX and XY male and female *Apoe*^−/−^ GDX mice. (FXX, *n* = 5; FXY, *n* = 4; MXX, *n* = 5; MXY, *n* = 4). **f** Representative aortic sinus tissue sections from *Apoe*^−/−^ GDX mice of each group. **g** Atherosclerotic lesion area in tissue sections from aortic sinus of XX and XY male and female C57BL/6 GDX mice fed an atherogenic diet. Symbols represent individual mice per group per measurement, with horizontal lines representing mean ± SEM. (FXX, *n* = 8; FXY, *n* = 6; MXX, *n* = 10; MXY, *n* = 5). *P < 0.05 compared to XX within gonadal sex. #*P* < 0.05 compared to female within sex chromosome complement. $*P* < 0.05 compared to XX females. Data were analyzed by 3-way ANOVA (A,C) with Holm–Sidak test, or by 2-way ANOVA (**e**, **g**) with Holm–Sidak test. Scale bar = 200 μm. Source data are available as a Source Data file

We also quantified atherosclerosis in aortic sinus tissue sections of FCG *Ldlr*^−/−^ mice, where lesion areas were not significantly different between male and female mice, regardless of sex chromosome genotype or surgery (Fig. 3c). However, XX male and female mice had significantly greater atherosclerotic lesion areas compared to XY mice of either sex (Fig. 3c, d; *P* *<* 0.001, 3-way ANOVA with Holm–Sidak test), which persisted in GDX mice. In aortic sinus tissue sections from GDX *Apoe*^−/−^ (Fig. 3e, f) fed with standard murine diet or GDX C57BL/6 J FCG mice fed with a HF diet for 4 months, there were no differences in atherosclerotic lesion areas between male and female mice, regardless of sex chromosome genotype (Fig. 3e). However, similar to *Ldlr*^−/−^ FCG mice, XX female and male GDX *Apoe*^−/−^ FCG mice (Fig. 3e, f; *P* *<* 0.0001, 2-way ANOVA with Holm–Sidak test), as well as XX female and male GDX C57BL/6 J FCG mice fed with an atherogenic diet for 4 months (Fig. 3g; *P* *=* 0.001, 2-way ANOVA with Holm–Sidak test) had significantly greater aortic sinus lesion areas compared to XY mice of either sex. These results demonstrate the robust effect of the XX genotype on atherosclerosis under three complementary experimental paradigms.

A variety of parameters quantified in these studies could contribute to higher levels of atherosclerosis in XX compared to XY mice, including higher energy intake, body weight, fat mass or differences based on gonadal sex, sex chromosome genotype, or genetic background (e.g., C57BL/6 J vs. *Ldlr*^−/−^ mice). We used a multiple linear regression model with log-transformed atherosclerotic lesion area in aortic sinus as the response variable, and examined the relationship of each of the above described explanatory variables within the model to determine their relationship to atherosclerosis. For this model, reference groups for the analysis were *Apoe*^−/−^ mice (genetic background), GDX (surgery), females (sex), and XX sex chromosome genotype (sex chromosome genotype) (Table 2). We included all mice in the analysis for which we had measurements on all variables. After adjusting for all other variables, there were two explanatory variables that were significant for the development of atherosclerosis, namely sex chromosome genotype and genetic background (Table 2).

**Table 2:** Multiple linear regression of explanatory variables to atherosclerotic lesion area within the aortic sinus of FCG mice

	Estimate	Standard Error	t-value	P-value
(Intercept)	13.23	0.49	26.8	<0.0000000000000002
Body weight (g)	0.01	0.02	0.56	0.58
Sera cholesterol (mg/dl)	−0.00	0.00	−1.43	0.16
Gonadal fat (%)	0.08	0.09	0.88	0.38
*Genetic background*:				
*Ldlr*^−/−^ mice	−0.07	0.36	−0.19	0.85 < 0.0000000000000002
C57BL/6 mice	−4.62	0.23	−19.95	0.85 < 0.0000000000000002
Sex	−0.09	0.17	−0.56	0.58
Surgery (Intact)	0.01	0.27	0.03	0.98
Sex chromosome genotype	−0.99	0.21	−4.77	0.000011

Reference groups were *Apoe*^−/−^ mice (genetic background), female (sex), GDX (surgery), and XX genotype (sex chromosome genotype)

### Livers of XX males and females have diverse gene expression

Elevations in serum lipids of XX mice could result from alterations in cholesterol and/or lipid homeostasis in liver, a major organ for lipoprotein synthesis, secretion and clearance. To focus on sex chromosome influences on transcriptional profiles in the absence of sex hormones, livers from GDX mice were used. 

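In the FCG model the testis-determining gene *Sry* is missing from the Y chromosome and sits on an autosome as a transgene, so gonadal sex and sex chromosome complement vary independently. Livers came from 5 XX females (FXX), 5 XY females (FXY), 4 XX males (MXX) and 5 XY males (MXY), all GDX *Ldlr*-/- mice fed the Western diet for 16 weeks. Male and female name the gonads that a mouse had before gonadectomy. RNA from the liver of each mouse was measured on 1 Affymetrix Mouse Transcriptome Array, so each value is that of 1 animal and of all cell types of its liver together. The deposited values are log2 signals of transcript-level probe sets that the authors made by robust multi-array averaging, which corrects for background, normalizes between arrays and summarizes the probes of a probe set. They reached up to 19.93 on the log2 scale. The genome build behind the array annotation is not stated, so genes are given by symbol and chromosome. Medians over all probe sets lay between 4.26 and 4.70, and Pearson's r between 2 arrays, taken across probe sets, lay between 0.959 and 0.996. The SD over the tested genes was 2.57 in MXX replicate 2, 2.74 in FXX replicate 5, 2.76 in MXY replicate 2 and 2.83 in FXX replicate 1, and between 2.91 and 3.02 in the other arrays, so that 3 of the 4 arrays of narrowest range came from XX mice. Groups were compared with limma in 1 model with a mean for each group, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The effect of complement is the log2 difference XX minus XY averaged over females and males, and a gene passed at an adjusted p of at most 0.01. With 4 or 5 arrays per group, their number limits the precision.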

We performed transcriptome analysis on livers from GDX XX and XY male and female *Ldlr*^−/−^ mice after 4 months of Western diet using Affymetrix Mouse Transcriptome Assay 1.0 assays. 

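No gene passed the test for gonadal sex in these livers of mice without gonads. The genes nearest to the threshold were *Cyp7b1*, an oxysterol hydroxylase known to be higher in livers of intact males, the membrane protein gene *Tmem19*, *Acmsd*, an enzyme of tryptophan breakdown, and *Ms4a4b*, a membrane protein of T cells. On the log2 scale, male minus female, *Cyp7b1* differed by 1.34 (SE 0.22), *Tmem19* by 1.12 (SE 0.18), *Acmsd* by 0.67 (SE 0.11) and *Ms4a4b* by −0.54 (SE 0.08), each with an adjusted p of 0.0602. Of 13 measured genes known to be higher in livers of intact females, none passed over all genes or when adjusted over the list alone, although all 13 lay below 0 (median −0.70). Of 12 measured genes known to be higher in intact males, none passed over all genes and 2 were higher in males when adjusted over the list alone (median 0.29); among them *Cyp2d9* differed by 1.29 (SE 0.27, adjusted p = 0.350). All 16 measured genes of cholesterol synthesis lay above 0 (median 0.76), led by *Fdps*, a farnesyl diphosphate synthase, at 1.42 (SE 0.55, adjusted p = 0.628), and none passed over all genes or when adjusted over the list alone. *Insig1*, which holds back cholesterol synthesis, differed by 1.33 (SE 0.28, adjusted p = 0.350). Of 18 measured genes of fatty acid and triglyceride synthesis, 3 were higher in males when adjusted over the list alone and none over all genes (median 0.79). Of 36 gene lists, 16 passed limma's camera test with a preset correlation of 0.01 at an adjusted p under 0.05, these 4 among them, and none passed with an estimated correlation (adjusted p = 0.144 for each of the 4). limma gave 0 genes at an adjusted p of 0.01 and 1413 at an unadjusted p under 0.05, where chance gives 1076.5. The plain two-way linear model of the methods gave 0 genes and 1401. With array quality weights 6 genes passed, after quantile normalization 1 gene (*Tmem19*), and without MXY replicate 2 also 1 gene (*Ms4a4b*).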

There was no major effect of sex on liver gene expression (Fig. 4a, Male vs. Female). However, a total of 1,399 genes exhibited highly significant differences (2-way ANOVA, False Discovery Rate < 0.01; Fig. 4a, b, Supplementary Data 1) by sex chromosome genotype (XX or XY). 

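Most genes that differed by complement were lower in XX livers, and the genes that were higher there included markers of lipid-laden macrophages, collagens and lipid droplet genes. Of 21530 genes tested, 763 passed, 123 of them higher in XX and 640 higher in XY mice. *Gpnmb* (chromosome 6), a membrane glycoprotein of lipid-laden macrophages, was at 12.39 ± 0.83 (SD, n = 9) in XX and 7.96 ± 1.96 (SD, n = 10) in XY mice, a log2 difference of 4.44 (SE 0.63, adjusted p = 3.73e-04 from limma), and every XX mouse lay above every XY mouse. *Cidec*, whose protein fuses lipid droplets, was higher by 2.75 (SE 0.52, adjusted p = 0.00302), with 7 of 9 XX mice above all XY mice. Of 13 measured markers of lipid-laden macrophages, *Gpnmb*, *Cd63* and *Lgals1* were higher in XX mice and none was lower (5 higher and 0 lower when adjusted over the list alone); the elastase gene *Mmp12* differed by 2.39 and did not pass (adjusted p = 0.0119), although it did without FXY replicate 3 or MXY replicate 3. Their median log2 difference was 0.56 (camera, adjusted p = 1.23e-04 with the preset and adjusted p = 0.207 with an estimated correlation). *Spp1*, a further listed marker, has a probe set that the platform table does not name. Added to the model, it was higher in XX mice by 2.71 (SE 0.50, adjusted p = 0.00249 from limma). Of 17 measured genes of stellate cells and extracellular matrix, *Col1a1*, *Col1a2*, *Col3a1*, *Lum*, *Dpt* and *Timp1* were higher in XX mice and *Tgfb1* was lower (9 and 2 when adjusted over the list alone; adjusted p = 0.320 with an estimated correlation). *Col1a1*, a chain of type I collagen, rose by 1.10 (SE 0.15, adjusted p = 3.73e-04) and *Lum*, a proteoglycan of collagen fibres, by 1.17 (SE 0.18, adjusted p = 6.02e-04), while *Tgfb1*, a cytokine that drives matrix deposition, fell by 0.76 (SE 0.13). Of 15 measured genes of lipid droplets and lipolysis, *Cidec* and *Fitm1* were higher in XX mice and *Pparg*, a nuclear receptor for fatty acids, was lower by a log2 difference of −1.13 (4 higher and 1 lower when adjusted over the list alone; adjusted p = 0.359 with an estimated correlation). *Vcam1*, an adhesion molecule for leukocytes, was higher in XX mice by 1.33 (SE 0.28, adjusted p = 0.00636). With the level of *Ptprc*, the CD45 gene carried by all leukocytes, as a covariate chosen after seeing the data, *Gpnmb* differed by 1.68 (SE 1.03) and *Col1a1* by 1.08 (SE 0.32), and neither was among the 8 genes that passed. Left out in turn, 15 of the 19 arrays ended the call of *Dpt*, 12 that of *Vcam1*, 11 that of *Cd63*, 10 that of *Lgals1*, 10 that of *Timp1* and 1 (MXX replicate 4) that of *Fitm1*. With RNA integrity as a covariate these 6 calls and those of *Cidec*, *Pparg* and *Col3a1* were lost. The plain two-way linear model ended those of *Dpt*, *Vcam1*, *Cd63* and *Lgals1*, the replicate block those of *Dpt*, *Timp1* and *Pparg*, and quantile normalization that of *Timp1*. The count was 1190 with array quality weights (429 higher in XX and 761 higher in XY mice), 1049 after quantile normalization (313 and 736), 373 with RNA integrity (47 and 326) and 1537 at an adjusted p under 0.05 (384 and 1153). Without the 4 arrays of narrowest range, a choice made after seeing the data, 512 genes passed (174 and 338), and *Dpt*, *Timp1*, *Pparg* and *Tgfb1* did not. The number higher in XX mice fell to between 63 and 81 without any 1 of FXX replicates 2 and 3, FXY replicates 2, 3 and 5, MXX replicates 3 and 4 and MXY replicates 1, 4 and 5.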

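Genes past the test for complement in either sex moved the same way in both. In females 594 genes passed, 39 higher in XX and 555 higher in XY mice, and in males 10 passed, 3 higher in XX and 7 higher in XY mice. All 10 genes called in males were among those called in females, and all 594 had the same sign in males. *Klra2*, a receptor of the Ly49 family, differed by −5.40 in females and −2.85 in males, and *Sh2d1b1*, a signalling adaptor of leukocytes, by −4.48 in females and −2.40 in males. Neither passed the test in males alone. Over the 594 genes the median ratio of the male to the female effect was 0.456, a value lowered by choosing genes that passed in females. Of the 763 genes past the test over both sexes, 687 (90.0%) had the larger effect in females. Across all genes, which are not independent replicates, the effects in the 2 sexes had a Pearson's r of 0.730. The difference between the sexes was itself tested as the interaction, and no gene passed in limma, with 725 genes at an unadjusted p under 0.05; the plain two-way linear model gave 0 and 734. *Klra17*, another Ly49 receptor gene, had a female effect below the male effect by a log2 difference of −2.52 (SE 0.66), and *Mapkapk3*, a stress-activated kinase, by −0.54 (SE 0.13), both with an adjusted p of 0.9999. The count in females was 357 without FXY replicate 3 and 383 without FXY replicate 2, and that in males 21 without MXY replicate 3 (4 higher in XX and 17 higher in XY mice) and 10 without MXX replicate 2 (5 and 5). In females the number higher in XX mice was 18 to 25 without any 1 of FXX replicates 2, 3 and 5 and FXY replicates 2, 3 and 5, and 62 without MXX replicate 2. Array quality weights gave 1105 genes in females (257 higher in XX and 848 higher in XY mice) and 19 in males (11 and 8), and quantile normalization 735 in females (127 and 608) and 15 in males (7 and 8). An adjusted p under 0.05 gave 1109 in females (175 and 934), and models of 1 sex alone gave 646 in females (24 and 622) and 4 in males.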

Volcano plots of the sex chromosome effect with highly stringent cutoffs ( > 4-fold change, *P* < 1 × 10^–6^) demonstrated that the expression of genes on sex chromosomes was strongly influenced (Fig. 4b). 

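*Xist* and *H2-M2*, an MHC class I gene of chromosome 17, were the genes higher in XX livers past both limits of the volcano plot, and 33 genes were higher in XY livers. Of these 35 genes, 6 lie on the X or Y chromosome: *Xist*, *Uty*, *Eif2s3y*, *Kdm5d*, *Tlr7* and *Tlr8*. The platform table does not name 65 probe sets of Supplementary Data 1, among them that of *Ddx3y*, an RNA helicase gene of the Y chromosome, so these are in no count here (*Sly* and *Amd2* were tested with other probe sets). With them added to the model, *Ddx3y*, *Hck* and *Fpr2* also lay past both limits, with *Ddx3y* at −6.43 (SE 0.10, adjusted p = 9.95e-18). *H2-M2* was at 8.80 ± 0.83 (SD, n = 9) in XX and 5.75 ± 0.60 (SD, n = 10) in XY mice (log2 difference 3.06, SE 0.30, adjusted p = 1.61e-05). The largest difference among the genes higher in XY mice was that of *Cd300e* (chromosome 11), an activating receptor of monocytes, at 5.43 ± 0.75 (SD, n = 9) and 12.40 ± 2.54 (SD, n = 10), a log2 difference of −6.96 (SE 0.72, adjusted p = 2.52e-05). *Fcrl5*, an Fc receptor-like gene, differed by −5.90 (SE 0.56, adjusted p = 1.19e-05). *Tlr8* and *Tlr7*, receptors for single-stranded RNA that neighbour each other on the X chromosome, differed by −3.82 (SE 0.32, adjusted p = 1.84e-06) and −2.05 (SE 0.16, adjusted p = 1.45e-06), and every XY mouse lay above every XX mouse for both. Their neighbours moved with them. Of 9 measured X genes listed from *Tmsb4x* to *Mid1*, 7 were higher in XY mice and none in XX mice (8 and 0 when adjusted over the list alone), with a median log2 difference of −0.95 (camera, adjusted p = 1.57e-16, and adjusted p = 1.94e-05 with an estimated correlation). The list was written around *Tlr7* and *Tlr8* after their difference had been seen, so these p-values are not independent evidence. *Msl3*, a subunit of a chromatin complex, differed by −1.33 (SE 0.10, adjusted p = 5.07e-07), *Prps2*, an enzyme of nucleotide synthesis, by −1.22 (SE 0.10, adjusted p = 1.64e-06) and *Hccs*, a haem lyase, by −0.48 (SE 0.06, adjusted p = 7.95e-05). *Mid1* differed by −0.95 (adjusted p = 0.0126, past the test without FXY replicate 5 or MXX replicate 3) and *Amelx*, an enamel gene, by 0.02, a value that turned to −0.06 after quantile normalization. The list leaves out 4 other tested genes of this span, all near background and none past the test, among them the coding gene *Gm15246* (0.05, or −0.03 after quantile normalization). Of 22 measured genes on the other side of this block, *Ap1s2* was higher in XY mice, a call lost without the 4 arrays of narrowest range, and none in XX mice (1 and 0 when adjusted over the list alone), and their median was 0.01. Within the block the call of *Arhgap6* was also lost without those arrays. *Ptprc* moved with this block, and with it as a covariate chosen after seeing the data *Tlr8* differed by −1.64 (SE 0.20) and *Tlr7* by −1.44 (SE 0.29, adjusted p = 0.139). *Cd300e* then differed by −2.31 (SE 0.67) and *H2-M2* by 2.78 (SE 0.62), and neither passed. Past both limits, 6 of 35 genes lay on the X or Y chromosome, which held 1200 of all 21530 genes tested. Without those limits, at an adjusted p of at most 0.01 alone, 46 of these 1200 genes passed (3.83%). On autosomes 710 of 20124 passed (3.53%), an odds ratio of 1.09 (Fisher's exact test, two-sided, p = 0.573). The share was 11 of 37 on the Y chromosome (29.7%, odds ratio 11.6, p = 4.15e-08 from the same exact test) and 35 of 1163 on the X chromosome (3.01%, odds ratio 0.848, p = 0.411), where genes are not independent replicates. Without the 9 listed genes from *Tmsb4x* to *Mid1* it was 28 of 1154 on the X chromosome (2.43%, odds ratio 0.680, Fisher's exact test, p = 0.0468). Of these 9 genes 7 had passed, so leaving them out lowers the share by construction. This p-value is no evidence of fewer calls on the X chromosome. The number past both limits fell to 19 in the plain two-way linear model, 17 with RNA integrity as a covariate, 22 with the replicate number as a block and 12 without the 4 arrays of narrowest range, a choice made after seeing the data. It was 19 to 23 when any 1 of FXX replicates 1 to 5, FXY replicates 2, 3 and 5, MXX replicates 2 to 4 or MXY replicate 5 was left out, and 48 without MXY replicate 3.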

As expected, genes within the male-specific region of the Y chromosome (e.g., *Uty, Kdm5d, Eif2s3y*) were significantly greater in XY livers (Fig. 4b), while *Xist* (known to be expressed only in XX cells) was significantly greater in XX livers. 

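Signals of Y genes and of *Xist* separated XX from XY livers in both sexes. *Xist*, the RNA that silences 1 X chromosome (chromosome X), was at 16.40 ± 0.36 (SD, n = 9) in XX and 5.01 ± 0.24 (SD, n = 10) in XY mice, a log2 difference of 11.37 (SE 0.14, adjusted p = 1.66e-19). *Eif2s3y*, a Y copy of a translation initiation factor, was at 4.91 ± 0.22 (SD, n = 9) in XX and 9.74 ± 0.32 (SD, n = 10) in XY mice (log2 difference −4.83, SE 0.13, adjusted p = 5.07e-14). The histone demethylase genes *Uty* and *Kdm5d* differed by −4.16 (SE 0.11, adjusted p = 3.07e-14) and −2.82 (SE 0.10, adjusted p = 7.82e-12). Of 5 measured genes of the male-specific region, these 3 and *Sly*, a gene of spermatids, were higher in XY mice and none was lower (the same 4 when adjusted over the list alone; camera, adjusted p = 2.88e-13, and adjusted p = 0.00216 with an estimated correlation). *Sly* differed by −0.64 (SE 0.14, adjusted p = 0.00669), a call that ended with 11 of the 19 arrays when left out in turn, in the plain two-way linear model, after re-centring, with RNA integrity as a covariate and with the replicate block. *Uba1y* differed by 0.06 (adjusted p = 0.573), a value that turned to −0.03 after quantile normalization. Of 11 measured genes of the X-inactivation centre or known to be expressed from both X chromosomes, *Xist*, *Tsix*, *Eif2s3x* and *Kdm5c* were higher in XX mice and none was lower (7 and 0 when adjusted over the list alone). Their median log2 difference was 0.45 (camera, adjusted p = 3.23e-08, and adjusted p = 0.0830 with an estimated correlation). *Tsix*, the antisense RNA of *Xist*, rose by 1.25 (SE 0.10, adjusted p = 1.53e-06), *Eif2s3x*, the X partner of *Eif2s3y*, by 0.77 (SE 0.08, adjusted p = 2.64e-05) and *Kdm5c*, the X partner of *Kdm5d*, by 0.56 (SE 0.09, adjusted p = 5.64e-04). *Kdm6a*, the X partner of *Uty*, differed by 0.45 (SE 0.10, adjusted p = 0.01002) and *Usp9x*, a deubiquitinase, by −0.07 (SE 0.12), and neither passed, although *Kdm6a* did in 12 of 36 alternatives, among them quantile normalization, array quality weights and without FXX replicate 5 or MXX replicate 2; the value of *Usp9x* turned to 0.02 after quantile normalization. The 4 arrays of narrowest range held the XY mouse with the highest *Xist* signal and the lowest *Eif2s3y* signal, MXY replicate 2, at 5.65 and 8.96.

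**Figure D1:**
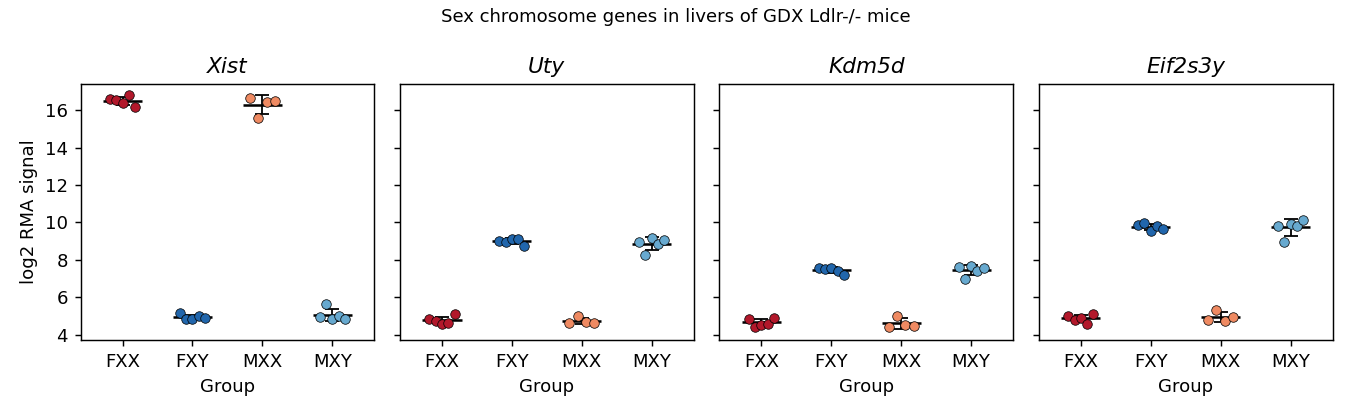
log2 signals (y axes) of *Xist*, *Uty*, *Kdm5d* and *Eif2s3y* in each mouse by group (x axes); each point is 1 mouse, the line the mean and the bars the SD. *Xist* lies between 15.57 and 16.79 in XX mice and between 4.86 and 5.65 in XY mice, and each Y gene is higher in every XY mouse than in every XX mouse.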

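Markers of Ly6C-low (non-classical) monocytes, which patrol blood vessels, stood far higher in XY livers than in XX livers. The mean log2 signal of 12 measured markers was 6.71 ± 0.12 (SD, n = 5) in XX females, 10.31 ± 0.48 (SD, n = 5) in XY females, 6.73 ± 0.39 (SD, n = 4) in XX males and 8.88 ± 1.33 (SD, n = 5) in XY males. Of these 12 genes 10 were higher in XY mice and none was lower (10 and 0 when adjusted over the list alone), and the exceptions were *Ace* and *Cx3cr1*. *Fcgr4*, an activating Fc receptor, was at 8.34 ± 0.89 (SD, n = 9) in XX and 13.08 ± 1.98 (SD, n = 10) in XY mice (log2 difference −4.75, SE 0.53, adjusted p = 7.46e-05). *Adgre4*, an adhesion receptor of myeloid cells, differed by −5.21 (SE 0.59, adjusted p = 7.95e-05), and the lectin receptor genes *Clec4a1* and *Clec4a3* by −5.36 (SE 0.55, adjusted p = 2.33e-05) and −4.88 (SE 0.49, adjusted p = 2.24e-05). The list had a camera adjusted p of 4.55e-15 with the preset and adjusted p = 0.0681 with an estimated correlation, and fry, which tests the list without comparing it with other genes, gave an adjusted p of 4.30e-05. Fig. 4b had been seen when this list was written, and 5 of its 12 genes are labelled there. These p-values are therefore not independent evidence. *Ptprc*, which all leukocytes carry, was at 8.98 ± 0.39 (SD, n = 9) in XX and 11.68 ± 1.47 (SD, n = 10) in XY mice (log2 difference −2.71, SE 0.37, adjusted p = 3.54e-04), and MXY replicate 3, at 9.02, was the XY mouse within the XX range. With *Ptprc* as a covariate chosen after seeing the data *Fcgr4* differed by −1.24 (SE 0.47), *Adgre4* by −1.33, *Clec4a1* by −1.64 and *Clec4a3* by −1.40, and none of them passed. Of 15 measured markers of Kupffer cells, the resident macrophages of the liver, *Csf1r* and *C1qb* were higher in XY mice and none in XX mice (6 and 0 when adjusted over the list alone; adjusted p = 0.350 with an estimated correlation), while *Adgre1*, which encodes F4/80, differed by −1.34 (SE 0.32, adjusted p = 0.0155) and passed without MXX replicate 1 or MXY replicate 3. *Csf1r*, the receptor of a growth factor of macrophages, differed by −1.59 (SE 0.29, adjusted p = 0.00257). Of 8 measured markers of classical monocytes *Itgam* and of 14 of neutrophils *Csf3r* were higher in XY mice and none was lower (1 and 0 in each when adjusted over the list alone), with medians of −0.15 and −0.23 (camera with the preset, adjusted p = 0.368 and 0.0309; adjusted p = 0.654 for both with an estimated correlation). Among 11 measured T cell genes *Themis*, which acts in thymocyte selection, was higher in XX mice by 0.70 (SE 0.15, adjusted p = 0.00655) and none was lower (1 and 0 when adjusted over the list alone; median 0.02). Among 11 genes of B cells and plasma cells *Cd79b* and *Bank1*, parts of B cell receptor signalling, were higher in XY mice and none in XX mice (2 and 1 when adjusted over the list alone; median −0.06), with *Cd79b* at −1.08 (SE 0.16, adjusted p = 4.44e-04). No gene passed among 9 of natural killer cells (median 0.03), 10 of dendritic cells (median 0.05) and 7 of MHC class II (median 0.08), over all genes or when adjusted over the list alone. In every group all 11 T cell and all 9 natural killer cell genes, 10 of the 14 neutrophil, 9 of the 11 B cell and 8 of the 10 dendritic cell genes lay less than 1 above the negative controls (array medians up to 5.38) or below them, where a difference may not be detectable. The calls of *Csf1r*, *C1qb*, *Bank1*, *Themis* and *Itgam* were lost with RNA integrity as a covariate, and those of *Csf1r*, *Bank1* and *Themis* with the replicate block. Without the 4 arrays of narrowest range, a choice made after seeing the data, *Csf1r*, *C1qb*, *Bank1* and *Itgam* did not pass. *Themis* and *Itgam* did not pass in the plain two-way linear model or with 14 of the 19 arrays each when left out in turn.

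**Figure D2:**
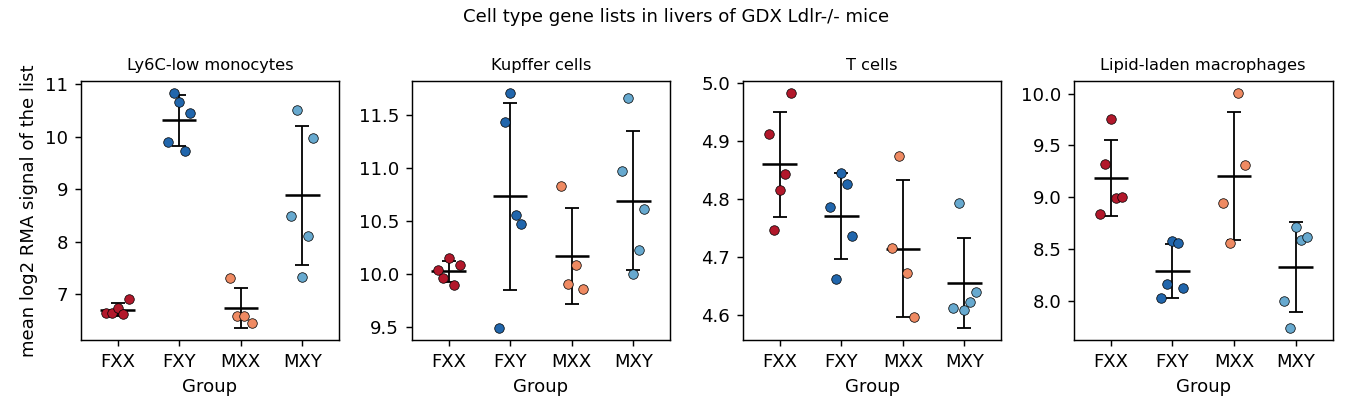
Mean log2 signal (y axes, a separate scale in each panel) of the measured markers of Ly6C-low monocytes, Kupffer cells, T cells and lipid-laden macrophages in each mouse by group (x axes); each point is 1 mouse, the line the mean and the bars the SD. Ly6C-low monocyte markers lie between 6.62 and 6.90 in XX females and between 9.72 and 10.83 in XY females.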

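Some Toll-like receptors and adaptors, interferon response genes, and signalling and actin genes of leukocytes were also higher in XY livers. Of 19 measured Toll-like receptors and adaptors, 8 were higher in XY mice and none in XX mice (11 and 2 when adjusted over the list alone), among them *Irf7*, a transcription factor downstream of these receptors, at −1.23 (SE 0.17, adjusted p = 3.16e-04) and *Unc93b1*, which brings them to endosomes, at −0.91 (SE 0.15, adjusted p = 9.35e-04). Of 21 measured genes of the type I interferon response, 8 were higher in XY mice and none in XX mice (12 and 0 when adjusted over the list alone), including *Oas2*, a sensor of double-stranded RNA, at −1.01 (SE 0.16, adjusted p = 6.90e-04) and *Ifih1*, another such sensor, at −0.66 (SE 0.10, adjusted p = 5.55e-04). Of 13 measured kinases, phosphatases and adaptors of leukocyte receptors, 8 were higher in XY mice and none in XX mice (8 and 0 when adjusted over the list alone). *Fgr*, a Src-family kinase, differed by −2.14 (SE 0.30, adjusted p = 3.64e-04), *Syk*, a kinase of immune receptors, by −1.50 (SE 0.22, adjusted p = 4.03e-04) and *Ptpn22*, a phosphatase that restrains them, by −2.88 (SE 0.32, adjusted p = 6.74e-05). Of 18 measured genes of the leukocyte actin cytoskeleton, 11 were higher in XY mice and none in XX mice (17 and 0 when adjusted over the list alone), such as the actin bundling gene *Lcp1* at −1.07 (SE 0.16). Of 5 measured subunits of the phagocyte NADPH oxidase, which makes superoxide, *Cybb*, *Ncf4* and *Rac2* were higher in XY mice and none in XX mice (4 and 0 when adjusted over the list alone), with *Rac2* at −1.92 (SE 0.33, adjusted p = 0.00137). All 5 lists passed camera with the preset, and none passed with an estimated correlation, where they had an adjusted p of 0.0681 for the receptors and adaptors and for the kinases, 0.0830 for interferon and actin, and 0.111 for the oxidase. Of 18 measured cytokines and chemokines, *Il1b* and *Ccl3* were higher in XY mice and none in XX mice (3 and 0 when adjusted over the list alone; median −0.09; camera with the preset, adjusted p = 0.198). *Il1b*, an inflammatory cytokine, differed by −3.35 (SE 0.66, adjusted p = 0.00388). Of 15 measured endothelial genes, *Pecam1*, which leukocytes also carry, *Kdr* and *Mrc1* were higher in XY mice and none in XX mice (4 and 0 when adjusted over the list alone; adjusted p = 0.320 with an estimated correlation), with *Kdr*, a receptor of vascular growth factors, at −0.64 (SE 0.10, adjusted p = 7.10e-04). Left out in turn, 16 of the 19 arrays ended the call of *Ccl3*, 12 that of *Mrc1*, 8 that of *Ncf4* and 1 (MXX replicate 4) that of *Cybb*. With RNA integrity as a covariate these 4 calls and that of *Il1b* were lost. *Ccl3*, *Mrc1* and *Ncf4* did not pass in the plain two-way linear model, nor did *Ccl3*, *Mrc1* and *Cybb* after quantile normalization or with the replicate block. The call of *Mrc1* was also lost with array quality weights, and that of *Ccl3* without a signal filter. Without the 4 arrays of narrowest range, a choice made after seeing the data, the calls of *Ccl3*, *Mrc1*, *Cybb*, *Rac2*, *Unc93b1* and *Lcp1* were lost. The paper's list of genes had been seen when these gene lists were written, so their counts are not independent evidence of direction. *Ptprc* moved with these genes, and with it as a covariate chosen after seeing the data *Rac2*, *Il1b* and *Csf1r* had values above 0 (0.17, 0.99 and 0.37), while *Kdr* (−0.62), *Ptpn22* (−0.71), *Irf7* (−0.57) and *Ifih1* (−0.34) stayed below 0, and none of these passed.

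**Figure D3:**
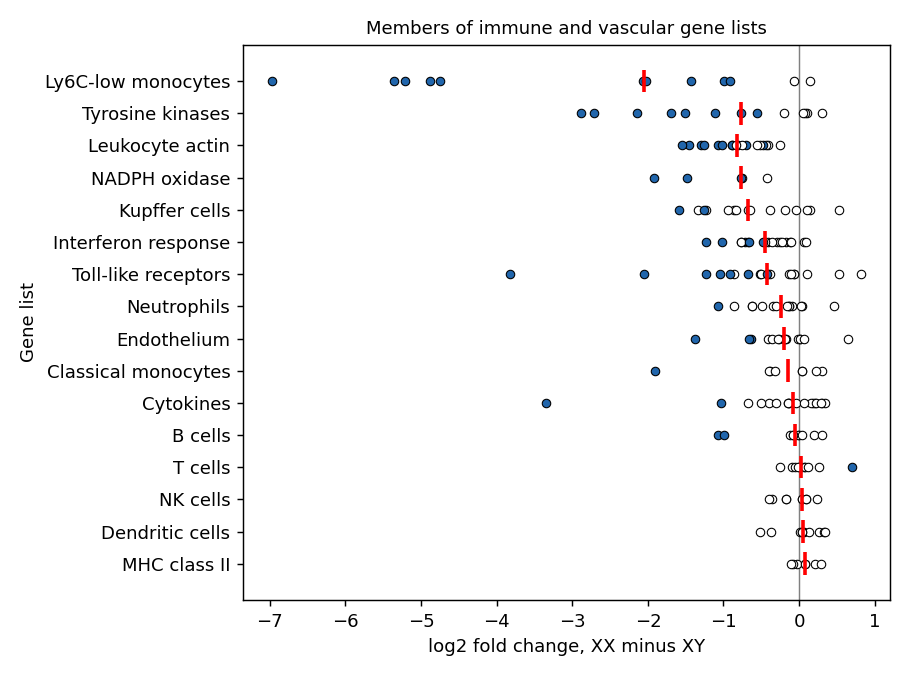
log2 difference XX minus XY (value axis) of each measured member of 16 lists of immune cells, immune pathways and endothelium; filled points passed at an adjusted p of at most 0.01, and the red tick is the median of the list. The medians of Ly6C-low monocyte and dendritic cell genes are −2.05 and 0.05.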

Biological pathway analyses revealed that a large number of genes involved in the immune response (197) differed in livers from XY compared to XX male and female mice (Table 3). We did not observe an effect of sex chromosome genotype on pathways related to hepatic cholesterol synthesis (Table 3), although some individual cholesterol-related genes were different between genotypes (Supplementary Data 1).

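Genes of cholesterol synthesis did not pass the test for complement in these livers. Of 16 measured genes, from *Hmgcs1* to *Srebf2*, none was higher or lower in XX mice over all genes or when adjusted over the list alone, and 4 lay below 0. *Fdps*, which makes farnesyl diphosphate, differed by 0.89 (SE 0.55, adjusted p = 0.372), *Hmgcs1*, an early enzyme of the pathway, by 0.67 (SE 0.44, adjusted p = 0.405) and *Sqle*, a squalene epoxidase, by 0.28 (SE 0.50, adjusted p = 0.760). Over the alternatives *Fdps* ran from 0.53 to 1.69, *Hmgcs1* from 0.50 to 1.33 and *Sqle* from 0.011 to 1.12, and none of them passed in any. The transcription factor gene *Srebf2* differed by −0.10 (SE 0.12), a value that turned to 0.04 with array quality weights. The median log2 difference was 0.23 (camera with the preset, adjusted p = 0.172), 0.47 in females (adjusted p = 0.00405 with the preset and adjusted p = 0.497 with an estimated correlation) and −0.07 in males. Of 17 measured genes of cholesterol uptake, efflux and lipoproteins, *Abcg1* and *Nr1h3* were lower in XX mice and none was higher (3 and 0 when adjusted over the list alone; camera with the preset, adjusted p = 0.0403, and adjusted p = 0.408 with an estimated correlation). *Abcg1*, an exporter of cholesterol that macrophages also carry, fell by 1.20 (SE 0.20, adjusted p = 0.00109) and *Nr1h3*, the LXRα gene, by 0.75 (SE 0.11, adjusted p = 5.60e-04), in livers in which *Ptprc* was also lower. With it as a covariate chosen after seeing the data they differed by −0.11 and −0.19 and did not pass. *Apob*, the gene of the apolipoprotein of LDL and VLDL, lay near the top of the scale in both genotypes (log2 difference 0.04, SE 0.05, adjusted p = 0.698). Of 17 measured genes of bile acid synthesis and transport, *Slc10a2*, a bile acid transporter, was higher in XX mice by 0.97 (SE 0.21, adjusted p = 0.00752) and none was lower (1 and 0 when adjusted over the list alone; median −0.14). That call was lost in 20 of 36 alternatives, among them the plain two-way linear model, RNA integrity as a covariate, the replicate block and 16 of the 19 arrays left out in turn. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, differed by −1.82 (SE 0.67, adjusted p = 0.119). It ran from −3.64 to −1.53 over the alternatives and passed in none. Of 18 measured genes of fatty acid and triglyceride synthesis, *Mogat1*, a monoacylglycerol acyltransferase, was higher in XX mice by 0.48 (SE 0.09, adjusted p = 0.00298) and none was lower (1 and 0 when adjusted over the list alone). The call of *Mogat1* was lost with RNA integrity and with the replicate block. *Gck*, a gene of the same list, has a probe set that the platform table does not name. Added to the model, it was higher in XX mice by 1.43 (SE 0.31, adjusted p = 0.00695 from limma). Without the 4 arrays of narrowest range, a choice made after seeing the data, neither *Mogat1* nor *Abcg1* passed. The list's median was 0.47 (camera with the preset, adjusted p = 3.68e-04, and adjusted p = 0.437 with an estimated correlation). From the absence of cholesterol homeostasis pathways among those that differed by complement, the paper turned to hepatic triglyceride secretion. It states that pathways of cholesterol synthesis and handling were not altered in XX mice despite their higher serum lipids, and that immune genes had greater expression in XY livers.

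**Figure D4:**
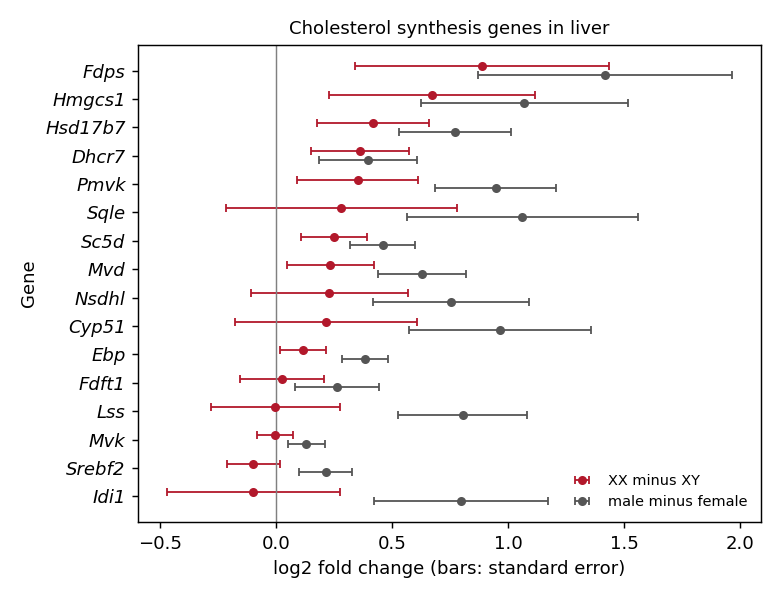
log2 differences with bars of 1 SE for 16 measured genes of cholesterol synthesis, XX minus XY in red and male minus female in grey. The medians are 0.23 for complement and 0.76 for gonadal sex, and no single gene passed either test.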

**Fig. 4:**
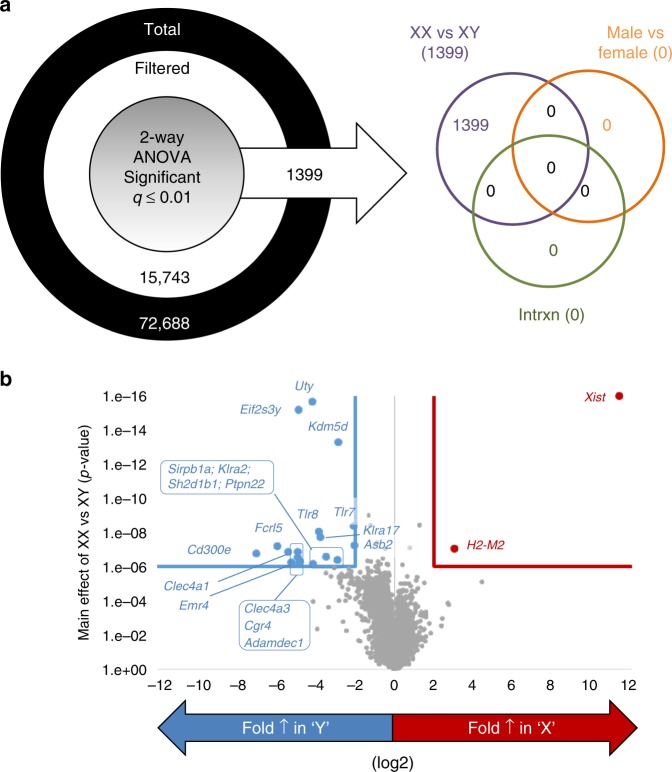
Sex chromosome complement influences hepatic gene expression of *Ldlr*^−/−^ gonadectomized (GDX) mice. **a** Total probe sets on the array were filtered to retain annotated transcript clusters with reliable signal intensity. The filtered data set was analyzed by two-way ANOVA. The number of genes whose expression was significantly changed (multiple testing corrected *q* value ≤ 0.01) by the main effects of gene status (XX vs XY), biological sex (male vs. female), as well as by interaction, are listed. Note that only genes significant by the chromosome effect survived multiple testing correction. **b** Fold change in gene expression (log 2 scale, *x*-axis) and statistical significance (*p* value, *y*-axis) for the main effect of chromosome are plotted. Genes labelled in blue exhibited significant increases in livers from XY compared to XX mice; genes labelled in red exhibited significant increases in livers from XX compared to XY mice. (FXX, *n* = 5; FXY, *n* = 5; MXX, *n* = 4; MXY, *n* = 5). Source data are available as a Source Data file

**Table 3:** XY vs XX liver transcriptional pathway over-representation

G.O.	Description	#	*P* value
0006955	Immune response	197	7.62E-52
0030029	Actin filament-based process	95	3.51E-21
0006897	Endocytosis	82	2.33E-20
0007264	Small GTPase mediated signal transduction	72	7.10E-16
0005925	Focal adhesion	60	7.68E-13
0018212	Peptide-tyrosine modification	46	1.18E-12
0001944	Vasculature development	68	4.43E-08
0072593	Reactive oxygen species metabolic process	33	1.58E-07

Column titles: G.O. (Gene Ontology accession identifier); #- number of genes found significant with category; *p* value- modified Fisher’s Exact Test using #−1 (EASE score)

Since serum TG and cholesterol concentrations were greater in XX female or male mice compared to XY mice, we quantified hepatic TG and cholesterol concentrations, and examined gross morphology of liver tissue. Moreover, since higher serum lipids were present in GDX XX compared to XY males and females, indicating a primary effect of sex chromosome genotype, we focused on livers from GDX mice. Hepatic TG and cholesterol contents were greater in XX than XY females, but not in livers from XX vs. XY males (Supplementary Figure 1A, B; *P* *=* 0.002, 2-way ANOVA with Holm–Sidak test). Tissue sections from livers of XX and XY male and female mice fed the Western diet for 4 months had similar gross morphology (Supplementary Figure 1C). Elevations in hepatic cholesterol concentrations could arise from increased synthesis or decreased cholesterol secretion. As transcriptome analysis did not identify cholesterol homeostasis pathways as different between livers from XX and XY mice, we quantified hepatic TG secretion as a major determinant of serum cholesterol concentrations in male and female XX and XY *Ldlr*^−/−^ mice fed standard murine diet. Plasma TG concentrations over time in fasted XX and XY male and female mice (after injection with poloxamer to inhibit lipoprotein lipase-mediated lipolysis, Supplementary Figure 2A) and TG secretion rates (Supplementary Figure 2B) were higher in males compared to females, but there was no significant effect of sex chromosome genotype. Newly synthesized apolipoprotein B48 levels were higher in male XX and XY mice compared to female mice of each sex chromosome genotype (*P* *<* 0.05), but there was no difference between genotypes (Supplementary Figure 2C, D). In contrast, newly synthesized apolipoprotein B100 levels were higher in XX than XY mice, regardless of sex (Supplementary Figure 2C,E; *P* *=* 0.029, 2-way ANOVA with Holm–Sidak test), consistent with higher LDL/VLDL cholesterol concentrations of XX mice.

### XX male and female intestines have augmented lipid handling

The intestinal tract absorbs dietary fat and is an important determinant of circulating lipids. Thus, we quantified mRNA abundance of a variety of genes (cluster of differentiation 36 (*Cd36*), fatty acid binding protein 1 (*Fabp1*), fatty acid binding protein 2 (*Fabp2*), secretion associated Ras related GTPase 1B (*Sar1b*), apolipoprotein B (*Apob*), diacylglycerol acyltransferases (*Dgat1* and *Dgat2*), monoacylglycerol O-acyltransferase 2 (*Mogat2*), and microsomal triglyceride transfer protein (*Mttp*)) involved in the absorption and synthesis of dietary fat in small intestines from XX and XY GDX male and female FCG *Ldlr*^−/−^ mice fed the Western diet for 4 months. mRNA abundance of *Cd36*, *Fabpt1*, *Fabp2*, *Mogat2*, *Sar1b*, *Dgat1* and *Apob* was not different between males and females, and was not influenced by sex chromosome genotype (Supplementary Figure 3; *P* > 0.05, 2-way ANOVA with Holm–Sidak test). Similarly, mRNA abundance of *Dgat2*, an enzyme that produces TG from absorbed fatty acids^23,24^ (Fig. 5a; *P* *=* 0.008, 2-way ANOVA with Holm–Sidak test), and *Mttp* (Fig. 5b; *P* *=* 0.001, 2-way ANOVA with Holm–Sidak test), which assembles TG into chylomicrons^25–27^ was not different in small intestines of GDX male compared to female mice, regardless of sex chromosome genotype. However, mRNA abundance of both *Dgat2* and *Mttp* was higher in intestines from XX compared to XY mice of either sex. In support of greater expression of these genes in small intestines of XX mice, intestinal TG content was also higher in female, but not male XX compared to XY mice (Fig. 5c; *P* *=* 0.023, 2-way ANOVA with Holm–Sidak test). Analysis of intestinal lipids by HPLC/mass spectrometry demonstrated that while there were no overall differences between males and females, there were greater palmitic acid/palmitic acid/oleic acid-containing lipids in small intestines of XX compared to XY females, but not males (Fig. 5d; *P* *=* 0.034, 2-way ANOVA with Holm–Sidak test). Several other intermediates of TG synthesis showed similar patterns with higher levels of fatty acids in XX than XY small intestines (Supplementary Figure 4). To determine if these differences influenced dietary lipid absorption, we quantified fat absorption in female and male XX and XY *Ldlr*^−/−^ mice fed a semisynthetic diet containing dietary fat and 5% sucrose polybehenate as a non-absorbable polyester that has physical properties of dietary fat^28^. There were no differences in % fat absorption between male and female mice, regardless of sex chromosome genotype (Fig. 5f). However, there was a trend for higher fat absorption in XX female and male mice compared to XY mice of either sex (Fig. 5e; *P* *=* 0.067, Kruskal–Wallis ANOVA on rank).

**Fig. 5:**
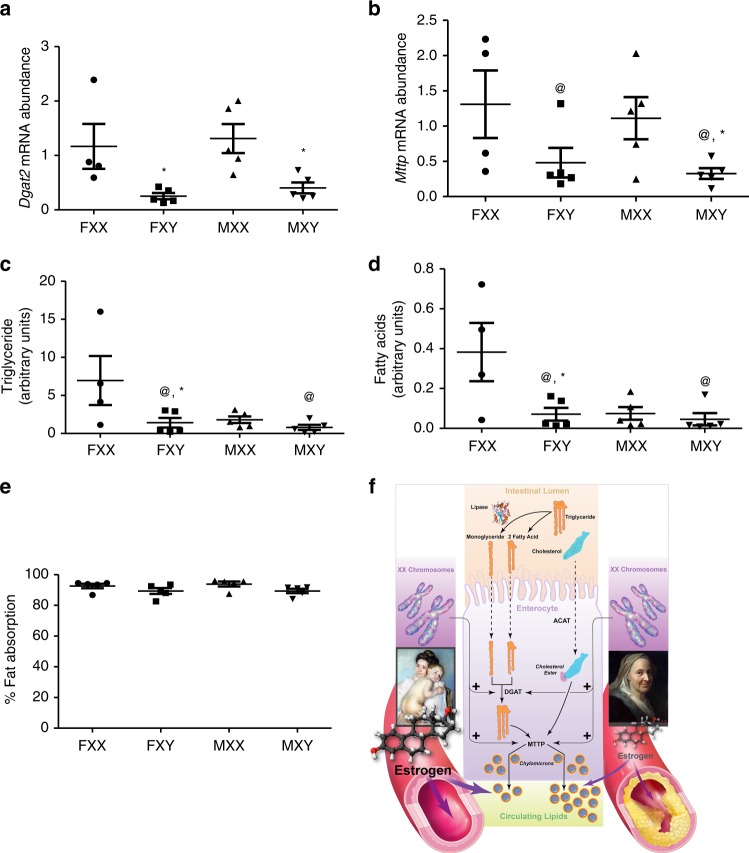
Intestinal gene expression, triglyceride content, and fat absorption are higher in XX than XY *Ldlr*^−/−^ mice. mRNA abundance of *Dgat2* (**a**) (FXX, *n* = 4; FXY, *n* = 5; MXX, *n* = 5; MXY, *n* = 5) and *Mttp* (**b**) (FXX, *n* = 4; FXY, *n* = 5; MXX, *n* = 5; MXY, *n* = 5) in small intestines from gonadectomized (GDX) male and female XX and XY mice. **c** Intestinal triglyceride content in GDX XX and XY male and female mice (FXX, *n* = 4; FXY, *n* = 5; MXX, *n* = 5; MXY, *n* = 5). **d** Fatty acids (Palmitic/palmitic/oleic acids) that are enriched in intestinal triglycerides from XX compared to XY GDX mice (FXX, *n* = 4; FXY, *n* = 5; MXX, *n* = 5; MXY, *n* = 5). **e** Absorption of dietary fat (%) in XX and XY male and female mice. Symbols represent individual mice per group per measurement, with horizontal lines representing mean ± SEM (*n* = 5 mice/genotype/sex). *P < 0.05 compared to XX within gonadal sex. #*P* < 0.05 compared to female within genotype. @*P* < 0.05 XX vs. XY. **f** Overall conclusions from this study. Data (**a**–**d**) were analyzed by 2-way ANOVA with Holm–Sidak test. Dietary fat absorption data (**e**) were analyzed by Kruskal–Wallis. Source data are available as a Source Data file

Finally, with the growing appreciation that the gut microbiota may play a role in cholesterol homeostasis and host health, we characterized overall microbiota differences utilizing 16 S rRNA sequencing and alpha diversity measurements from FCG female and male XX and XY *Ldlr*^−/−^ mice fed the Western diet for 4 weeks. Female mice exhibited significantly higher alpha diversity as determined by Chao1, Phylogenetic Diversity (PD) whole tree, and observed Operational taxonomic units (OTU) indices (Supplementary Figure 5A-C; *P* = 0.037, 0.019, 0.028, respectively) than males, regardless of sex chromosome genotype. However, while there was an overall trend for higher diversity in XY compared to XX mice, these effects were not significant (*P* = 0.11, 0.11, 0.086). No differences were observed using the calculated Shannon diversity index (Supplementary Figure 5D).

## Discussion

Our findings shed light on causes of sex differences in common cardiovascular diseases such as CAD. We demonstrate that relative to XY, mice with an XX sex chromosome genotype exhibit the following: (1) markedly elevated serum cholesterol and TG concentrations, effects that were found in different experimental paradigms (e.g., diet, genetic background, gonadectomy), (2) profound elevations in atherosclerosis, (3) altered expression of hepatic genes associated with immune pathways, (4) similar hepatic TG secretion but higher levels of newly synthesized apolipoprotein B100, (5) greater expression levels of key genes in small intestine involved in lipid absorption and chylomicron assembly, higher intestinal lipid content, and modest elevations in % fat absorption (Fig. 5f). These results suggest a prominent role of sex chromosomes in the control of dietary fat absorption, the regulation of serum lipids and the development of atherosclerosis. If results from these experimental studies are translatable to humans, then thrifty effects of an XX sex chromosome to promote fat absorption and handling, effects that may be useful for child-bearing women, could adversely influence health when protective effects of female sex hormones are lost upon menopause (Fig. 5f).

Sex hormones exert many effects that have been suggested to contribute to sex differences in fat storage, circulating lipids and cardiovascular diseases^29^. By comparison, the role of the other primary biological determinant of sex, namely sex chromosomes, in disease development is relatively unknown despite an association of sex chromosome abnormalities with lipid and cardiovascular disorders^30–33^. The FCG murine model allows for determination of the relative effects of sex hormones vs. sex chromosomes to a phenotype. Recent studies using this model indicate that the dose of the X chromosome influences several metabolic traits, including obesity, fatty liver, food intake and glucose homeostasis^22,34–36^. Results from the current study extend these findings to murine models of dyslipidemia and atherosclerosis, demonstrating that an XX sex chromosome genotype is associated with profound elevations in pro-atherogenic circulating lipids and atherosclerosis. Moreover, these effects were observed in several different mouse models of atherosclerosis on a C57BL/6 J background (*Ldlr*^−/−^, *Apoe*^−/−^, wild type), with or without consumption of experimental diets, and were largely independent of sex hormones (e.g., persisted in GDX mice). These results indicate a strong differential effect of XX vs. XY chromosomes on the development of atherosclerosis.

In preclinical models and in humans, estrogen favorably influences circulating lipid profiles and atherosclerotic lesion development^7–10^. In agreement, our results demonstrate that removal of ovarian hormones increased atherosclerosis in XX mice, and extend previous results by demonstrating that this protective effect of ovarian hormones was dependent on an XX sex chromosome genotype, as XY females were not influenced by gonadectomy. Beneficial effects of estrogens have been suggested to protect females from CAD.(reviewed in^37^) However, with advancing age (>85 years of age), the prevalence of atherosclerosis in females has been reported to not only catch up to, but in some studies exceed that of males^11–13^. Our results demonstrate that in addition to regulation of atherosclerosis by sex hormones, an XX sex chromosome genotype, relative to XY, promotes atherosclerosis in male or female mice. Future studies should determine if an XX chromosome genotype contributes to a higher prevalence of atherosclerosis in aged, postmenopausal females.

Recent studies demonstrated higher HDL-cholesterol levels in XX compared to XY mice of the FCG fed standard or HF diets^36^. We observed higher levels of HDL-cholesterol in XX compared to XY males, which were no longer evident in GDX males, suggesting an effect of testosterone or its metabolites to promote circulating HDL-cholesterol. In this study mice with an XX sex chromosome genotype had greater concentrations of total and LDL-cholesterol, as well as markedly increased serum TG concentrations compared to XY mice, presumably related to the hyperlipidemic background of genetically manipulated (*Ldlr*^−/−^, *Apoe*^−/−^) mice. Levels of circulating pro-atherogenic lipids in atherosclerosis-susceptible *Ldlr*^−/−^ mice from the present study were far in excess of those observed in previous studies using atherosclerosis-resistant C57BL/6 J mice that typically carry lipids predominately on HDL particles^36^. Moreover, multiple linear regression analysis demonstrated that genetic background, such as C57BL/6 J mice with predominately HDL- rather than LDL-cholesterol, when compared to *Apoe*^−/−^ mice as the reference background, was an experimental variable that correlated significantly to the extent of atherosclerosis.

Previous results from the Framingham Heart Study demonstrated that increases in circulating levels of TG correlated more strongly to cardiovascular disease risk in women compared to men, but mechanisms for this sex difference have not been identified^2,38^. In this study, serum TG concentrations were higher in XX males than XX females, but atherosclerosis in the aortic sinus was similar between XX males and females, suggesting that female XX mice have more atherosclerotic burden than XX males for a given level of circulating TG. The profound effects of an XX sex chromosome genotype to promote higher levels of circulating pro-atherogenic lipids, regardless of background genetic strain, sex hormones, or diet, could result from alterations in hepatic lipid/cholesterol production and/or secretion, or alterations in intestinal lipid/lipoprotein absorption. However, surprisingly, multiple linear regression did not identify serum cholesterol concentrations as an explanatory variable for the development of atherosclerosis. Thus, while serum concentrations of pro-atherogenic lipids are clearly important in the development of atherosclerosis, in these studies they were not the primary contributing variable to the extent of atherosclerosis. In contrast, sex chromosome genotype, namely an XX sex chromosome genotype, did correlate significantly to the extent of atherosclerosis.

Notably, expression levels of a large number of genes in liver were influenced by sex chromosome genotype, with greater expression of genes involved in immune function in livers from XY compared to XX mice. Surprisingly, gene pathways implicated in cholesterol synthesis and handling by liver were not altered in XX mice despite markedly higher serum cholesterol and TG concentrations. These results are in agreement with previous findings indicating that differences in plasma lipids between XX and XY mice (male or female) were not associated with alterations in liver gene expression levels for components of cholesterol synthesis and metabolism^36^. Moreover, these results extend previous findings by demonstrating the large impact of sex chromosome genotype on hepatic gene expression patterns. Consistent with a lack of effect of sex chromosome genotype on cholesterol handling genes, hepatic TG secretion was not altered in XX male or female mice fed standard murine diet. However, future studies should more fully characterize the contribution of hepatic production of apolipoprotein B100 to the observed effects of sex chromosome genotype on the development of atherosclerosis.

Since hepatic secretion of TG did not appear to be a primary target for regulation by sex chromosome complement, we turned to intestinal handling of lipids as a cause of higher circulating lipids and cholesterol in XX mice. Small intestine gene expression of *Dgat2* and *Mttp*, enzymes involved in the synthesis of TG from absorbed fatty acids and assembly into chylomicrons, respectively, paralleled changes in circulating lipids, with higher levels in intestines from XX than XY males or females, and these effects were independent of gonadal hormones as they persisted in tissues from GDX mice. As these genes are not X-linked and do not reside on the X chromosome, their regulation may be indirect or downstream of X chromosomes. Moreover, elevations in gene expression of *Dgat2* and *Mttp* in small intestines from XX compared to XY mice (male or female) were accompanied by greater intestinal TG and fatty acid content, in a manner that reflected lipids within the Western diet. Recent studies identified a role for the gut microbiome in sexual dimorphism of gene expression in mice^39^, sex differences in gut microbiota composition^40^, and differences in the composition of gut microbiota have been demonstrated between genders and between women of different hormonal status^41^. In agreement with previous findings^40^, we found that alpha diversity of gut microbiota was influenced by sex, but not necessarily by sex chromosome genotype. These results, while interesting, do not suggest a primary role for the gut microbiome in augmented fat absorption, higher serum lipids and atherosclerosis of XX compared to XY mice. Rather, absorption of dietary fat was modestly, but not significantly higher in XX compared to XY mice, indicating that altered expression levels of these pivotal lipid-regulating genes were accompanied by functional changes in fat bioavailability. The modest increase in daily fat absorption of XX mice observed in this study, when considered cumulatively over 4 months of the Western diet and in conjunction with increased energy intake, most likely contributed to the observed hyperlipidemia of XX compared to XY mice.

In conclusion, results from this study identify a profound effect of an XX sex chromosome effect to promote experimental dyslipidemias and atherosclerosis, a finding of potential relevance to increased CAD of postmenopausal females. These effects of an XX sex chromosome genotype were associated with augmented absorption and bioavailability of dietary lipid, metabolic traits that if present in humans may be important for child-bearing purposes (Fig. 5f, left). However, our findings suggest that these effects of an XX sex chromosome genotype, upon loss of protective sex hormones, may contribute to elevations of pro-atherogenic lipids and increased atherosclerotic burdens of postmenopausal females.

## Methods

### Animals

Male mice with deletion of the gene *Sry* from the Y-chromosome, but expressing *Sry* transgene on an autosome (termed FCG mice) aged 8–12 weeks were bred to females of 3 different backgrounds (*Ldlr*^−/−^, *Apoe*^−/−^, and C57BL/6 J) to generate male and female mice with an XY or an XX sex chromosome complement. Mice genotypes were identified by amplifying DNA extracted from tail or ear clips using a Promega Maxwell system and polymerase chain reaction (PCR) using a commercial PCR mix (Promega 2X Master Mix, cat#m7123) and specific primers for the *Sry* transgene, presence of the Y-chromosome, and internal positive control. *Ldlr*^−/−^ FCG mice (12–16 weeks old) were fed Western diet, 42% kcal from fat (TD88137, Harlan Teklad, Indianapolis, IN), *Apoe*^−/−^ FCG mice (14–16 weeks old) were fed standard murine diet (Purina 5001; approximately 5% fat, PMI Nutrition International, St. Louis, MO), and C57BL/6 J FCG mice (14–16 weeks old) were fed an atherogenic diet (7.5% cocoa butter, 1.25% cholesterol, 0.5% sodium cholate, TD90221, Harlan Teklad, Indianapolis, IN) for 16 weeks. All experiments were approved by the animal care and use committee at the University of Kentucky and the University of California, Los Angeles and conformed to the Guide for the Care and Use of Laboratory Animals published by the NIH.

### Ovariectomy (OVX)

Female FCG mice on the *Ldlr*^−/−^, *Apoe*^−/−^, and C57BL/6 J background at 8–12 weeks of age were ovariectomized under anesthesia with isoflurane (3–4% for induction and 2% for maintenance). Ophthalmic ointment (Puralube vet ointment, Dechra) was applied to the eyes of mice to prevent dryness during surgery. Before surgery, mice were subcutaneously injected, and after 12–16 h of the surgery, with 10 mg/kg flunixin for analgesia. Mice were shaved in the abdominal region at both flanks and a depilatory cream (Nair, Inc.) applied to the skin to remove hair, followed by sterilizing with povidone-iodine and ethanol. At each flank, a 1 cm incision was made to allow for locating fallopian tubes, the vascular supply to ovaries was occluded using a hemostat, and the ovaries were removed. Residual ends of fallopian tubes were ligated by cauterization. The incision was closed by suturing (5–0 black monofilament nylon suture, Ethilon 1668G) the peritoneum and clipping the skin with wound clips (Autoclip stapler), followed by sterilization of the site with povidone-iodine. Mice recovered on a heating pad.

### Orchiectomy

Male mice on the *Ldlr*^−/−^, *Apoe*^−/−^, and *C57BL/6* *J* background at 8–12 weeks of age were orchiectomized as described previously^42^. Briefly, mice were anesthetized (isoflurane, 2–3%) and given pre and postoperative analgesic (flunixin, 2.5 mg/kg). Mice were shaved in the scrotum region and a depilatory cream was applied to remove hair, followed by sterilizing with povidone-iodine/ethanol three times. After a small incision to this region, vas deferens are collapsed using a hemostat and the testes removed. The vasculature to the area is cauterized using a high temperature fine-tip look cauterizer and the hemostat released. The surgical site was closed by wound clips and treated with povidone-iodine. For sham-surgeries, the testes are manipulated but left intact in anesthetized mice. Mice were allowed to recover for 2 weeks after surgery and to allow sufficient time to clear endogenous testicular hormones.

### 16 S rRNA sequencing and measures of microbiota diversity

Male and female XX and XY FCG *Ldlr*^−/−^ mice (*n* = 4–6 mice/group) were fed the Western diet for 4 weeks. Following a 6 h fast, mice were anesthetized for harvest of the cecum contents. DNA was extracted from cecum contents using the PowerSoil 96-well DNA Isolation Kit (MoBio, Carlsbad, CA, USA), and 16 s rRNA sequencing was conducted by the Environmental Sample Preparation and Sequencing Facility (ESPSF) at Argonne National Laboratory and analyzed by Quantitative Insights Into Microbial Ecology (QIIME) as described previously^43,44^. To estimate alpha diversity, Operational taxonomic units (OTUs, the count of unique OTUs found in a given sample) were chosen using open reference OTU picking against the Greengenes database and diversity indices including Chao1 (species richness), Phylogenetic Diversity (PD whole tree), and Shannon (information entropy of the observed OTU abundances, to account for both richness and evenness of species) were calculated.

### Measurements of plasma and serum components

Concentrations of total serum cholesterol, triglyceride and testosterone were quantified in sera (blood collected from cardiac puncture) using enzymatic assay kits (Total cholesterol; FUJIFILM Wako Diagnostics USA, cat#999–02601 and Triglyceride; l-type TG cat#994–02891 color A, cat# 990–02991 color B, and Alpco, cat#55-TESMS-E01; respectively). Plasma lipoprotein cholesterol was determined by on-line, high performance gel filtration chromatography using Infinity Cholesterol reagent (Thermo).

### Quantification of atherosclerosis

Atherosclerotic lesions in the aortic arch and aortic sinus were quantified as described previously^45,46^. Briefly, cleaned aortas were cut open longitudinally and mounted on a black wax background using pins (Fine Science Tools, cat# 26002–20). Lesions, appearing as white tufts on a translucent aortic wall background, were traced and the quantification of lesion area is represented as a percent of the total intimal surface.

### Quantification of whole body metabolism

Indirect calorimetry was performed using a LabMaster system (TSE Systems Inc., St. Louis, MO). Mice were acclimated to chambers for one week, then placed on recording platforms for five days. Data from three 24-h periods were averaged and analyzed by ANCOVA plot vs. final lean mass.

### Measurement of liver VLDL secretion

Male and female FCG XX and XY *Ldlr*^−/−^ mice fed standard murine diet were fasted for 4 h, anesthetized with isoflurane (4% induction & 2–3% maintenance, inhalation), and injected retro-orbitally with (1) [^35^S]Met/Cys (7 µCi/g body weight; Cat #: NEG772007MC, Perkin Elmer, Waltham, MA) to radiolabel newly synthesized apoB and (2) poloxamer 407 (1,000 mg/kg, i.p.; USP grade, BASF Corporation, Florham Park, NJ) to block lipolysis. Artificial tears were applied to lubricate and protect eyes following retro-orbital injection. Blood (2 drops, about 50–70 μl) was drawn from the submandibular vein at 0 h (immediately prior to injection), 30 min, 1, 2, and 3 h post poloxamer injection. Blood was immediately centrifuged at 7,600 × *g* for 10 min at 4 °C. Plasma was collected and used to quantify TG concentration by enzymatic assay (Wako, TG kit Cat# 461–09092 and 461–08992). TG secretion rates were derived from the slope of the line of best fit of time vs. plasma TG concentration (mg/dL) for each individual animal using GraphPad Prism 5. After the last collection time point, mice were euthanized for blood collection via heart puncture. To measure secretion of newly synthesized apolipoprotein B, plasma samples (3 h, 10 µl) were immunoprecipitated with goat anti-human apolipoprotein B antiserum (5 μg; Cat # 20S-G2, Academy Bio-Medical Company, Houston, TX) in buffer containing 1% Triton X-100, 0.1% SDS, 0.5% sodium deoxycholate, 0.2% bovine serum albumin, protease inhibitors, and phosphatase inhibitor for 18 h using rotation at 4 °C, and then 20 μl of protein G beads (50:50 slurry; GE Healthcare Amersham) were added for an additional 2 h incubation. Beads were collected by centrifugation (9,391 x× g for 10 s) and washed three times with lysis buffer. Proteins were eluted from the beads by heating (70 °C for 10 min) in SDS-PAGE sample buffer and fractionated by 4–15% gradient SDS-PAGE (Catalog # 567–1085, Biorad, Hercules, CA). Gels were dried and images were acquired by autoradiography^47,48^.

### Lipid measurement in intestine and liver

Lipidomic analysis was performed using an Ultimate 3000 ultrahigh performance liquid chromatography system coupled to a Thermo Q-Exactive Orbitrap mass spectrometer equipped with a heated electrospray ion source (Thermo Scientific, CA, USA). Lipid extracts were separated on a Waters ACQUITY BEH C8 column (2.1 × 100 mm, 1.7 μm) with the temperature maintained at 40 °C. The flow rate was 250 μL/min, and the mobile phases consisted of 60:40 water/acetonitrile (A), and 90:10 isopropanol/acetonitrile (B), both containing 10 mM ammonium formate and 0.1% formic acid. The samples were eluted with a linear gradient from 32 to 97% B over 25 min, maintained at 97% B for 4 min and re-equilibrated with 32% B for 6 min. The sample injection volume was 5 μL. The mass spectrometer was operated in positive ionization mode, and the full scan and fragment spectra were collected at a resolution of 70,000 and 17,500, respectively. Data analysis and lipid identification were performed using the software Lipidsearch 4.1.30 (Thermo Fisher, CA, USA). Mass labeled d13-PC (18:0) was used as an internal standard.

### Quantification of dietary fat absorption

Male and female 12 week old FCG *Ldlr*^−/−^ mice were housed individually and fed a butterfat 5% sucrose polybehenate diet for 4 days (ad libitum) and bedding were replaced daily. Fecal pellets (5–8/animal) were collected during the third and fourth day of diet consumption and the percentage of fat absorption was quantified by the University of Cincinnati Metabolic Phenotyping Center by measuring the ratio of fat to behenate in the fecal pellet as described previously^28^. Briefly, mice were housed individually and fed ad libitum a diet containing 5% sucrose polybehenate for 3 days. Fecal pellets were collected from the animal cage each day, and approximately 10 mg of randomly sampled feces were saponified, methylated, and extracted with 0.5 N methanolic sodium hydroxide (4 mls) in a heated water bath at 80 °C (5 min). After cooling, BF3 in methanol (3 mls) was added to methylate the sample, which was heated in the water bath (5 min). After cooling, a saturated solution of sodium chloride (2 mls) and hexane (10 mls) were added, samples were vortexed (1 min) and centrifuged to create two layers. The hexane fraction was transferred to sodium sulfate (10 mg), and then the sample (1 µl) was analyzed by gas chromatography. The absorption of fatty acids was calculated as the fraction of absorbed fat as follows: = *F*_d_*B*_d_ − *F*_f_*B*_f_*F*_d_*B*_d_, where *F*_d_ = sum of the masses of all dietary fatty acids, *B*_d_ = mass of dietary behenic acid, *F*_f_ = sum of the mass of all fecal fatty acids, and *B*_f_ = mass of fecal behenic acid.

### Quantitative real-time PCR

Following 4 months of Western diet feeding, RNA was isolated from the proximal portion of the intestines (duodenum) of gonadectomized XX and XY male and female *Ldlr*^−/−^ mice (*n* = 4–5 mice/group) and 1 µg of RNA were reverse transcribed to complementary DNA using the qScript^TM^ cDNA Supermix (Quanta Biosciences, cat# 95048–500). mRNA abundance was measured by real-time PCR using SYBER Green FastMix (Quanta Biosciences, cat# 95071–012) on a BioRad quantitative real-time PCR thermocycler. Sequences for primers for RT-PCR are in Supplementary Table 1. mRNA abundance was quantified as a fold change using the ΔΔCt method and normalized to the average of the 3 least variable housekeeping genes (beta-actin, glyceraldehyde 3-phosphate dehydrogenase, and beta-2-microglobulin).

### Liver microarray

*DNA microarrays*. Harvested liver RNA samples from GDX male and female XX and XY FCG *Ldlr*^−/−^ mice (*n* = 4–5 mice/group) were of sufficient quality and did not differ significantly among treatment groups (Agilent Bioanalyzer RNA Integrity Number [RIN]: 9.55 ± 0.05 – *p* > 0.29; two-way ANOVA main effect of Sex *p* = 0.25; main effect of chromosome *p* = 0.13; interaction *p* = 0.424). 

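RNA integrity numbers were high in every liver and overlapped between the groups. They were 9.56 ± 0.230 (SD, n = 5) in FXX, 9.64 ± 0.288 (SD, n = 5) in FXY, 9.35 ± 0.191 (SD, n = 4) in MXX and 9.60 ± 0.158 (SD, n = 5) in MXY mice, and ran from 9.2 to 9.9 over all 19 mice. XX and XY mice differed by −0.153 (exact permutation test, two-sided, p = 0.170), and males and females by −0.111 (exact permutation test, two-sided, p = 0.331). The lowest group mean was that of XX males.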

Extracted RNA was labeled and hybridized to Affymetrix Mouse Transcriptome Array 1.0 (MTA-1.0; one array per subject). Signal intensities were calculated using the Robust Multi-array Average (RMA) algorithm^49^ at the transcript level in Genomics Suite (Partek, St Louis). Data were transferred to flat files in Excel and associated with Gene Expression Omnibus annotations for this microarray platform (accession code GSE119497). 

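Among the probe sets of the table of log2 signals 5222 are negative and 1324 positive controls, and 49037 probe sets had a value of 4.2 or more for 2 or more mice. In the platform table, 30638 probe sets carry 1 gene symbol, 2176 carry several and 39874 carry none. Probe sets with 1 symbol that reached the signal gave 21530 genes, after 323 second probe sets of the same gene were left out in favour of the one with the highest mean. *Sirpb1a*, an immune receptor gene labelled in Fig. 4b, shares its probe set with other symbols and was not tested on its own. An Entrez identifier is given for 15896 of the genes tested.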

Pre-statistical filtering retained unique, annotated probe sets with signal intensity ≥ 4.2 on at least 2 arrays in the study. Filtered signal intensities were analyzed by two-way ANOVA to identify significant main effects of genotype (XX vs. XY), phenotypic sex (Male vs Female), as well as Interaction. The False Discovery Rate (FDR) procedure^50^, as modified by Storey^51^ was used to control for the error of multiple testing (*q* ≤ 0.01). The complete list of significant results is provided as supplemental information (Supplementary Table 1). Functional categorization for each expression pattern was determined with the prestatistically filtered gene list as a background using DAVID bioinformatic tools^52^. Currently, DAVID does not support Affymetrix Mouse Transcriptome Array 1.0 accession identification numbers, and therefore best match accession identification numbers from Affymetrix Mouse 1.0 Exon arrays were used, covering more than 90% of the filtered Affymetrix Mouse Transcriptome Array data set.

### Statistical analyses

Data are presented as mean ± standard error of the mean. Data were analyzed using two-way ANOVA with between group factors of gonadal sex and sex chromosome complement. For some studies, we performed a three-way ANOVA with between group factors of gonadal sex, sex chromosomes and surgery or diet. If data were not normally distributed, they were transformed prior to ANOVA and post hoc analysis. Kruskal–Wallis ANOVA on rank was performed when data did not pass normality after transformations. Statistical analyses were performed using SigmaPlot software (Version 13) and GraphPad Prism 5. A multiple linear regression model was fit to log-transformed aortic sinus atherosclerotic lesion area with the following main effects in the model: Body weight, Cholesterol, Gonadal Fat, Sex, Chromosome, Group, and Sex Organs. Significance was defined as *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Source Data

## Data Availability

All data are available from the corresponding author upon reasonable request. Raw microarray data (Fig. 4) are available through the Gene Expression Omnibus under the accession code GSE119497. The source data underlying Figs. 1a, 2a-d, 6d, h and 7c and Supplementary Figs. 1a and 5d are provided as a Source Data file.

# Supplementary material for: XX sex chromosome complement promotes atherosclerosis in mice
**Source:** Nat Commun. 2019 Jun 14;10:2631. doi: 10.1038/s41467-019-10462-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**XX sex chromosome complement promotes atherosclerosis in mice**

Yasir AlSiraj^1^, Xuqi Chen^2^, Sean E. Thatcher^1^, Ryan Temel^1,3,4^, Lei Cai^1,3^, Eric Blalock^1^, Wendy Katz^1^, Heba M. Ali^1^, Michael C. Petriello^5^, Pan Deng^5^, Andrew Morris^5^, Xuping Wang^6,7,8^, Aldons J. Lusis^6,7,8^, Katherine Thompson^9^, Arthur P. Arnold^2^, Karen Reue^8^, Patrick Tso^10^, Lisa A. Cassis^1*^

^1^Department of Pharmacology and Nutritional Sciences, University of Kentucky, Lexington KY; ^2^Department of Physiology, University of Kentucky, ^3^Integrative Biology and Physiology, University of California, Los Angeles CA; ^4^Saha Cardiovascular Research Center, University of Kentucky, Lexington, KY; ^5^Division of Cardiovascular Medicine, Department of Internal Medicine, University of Kentucky, and Lexington Veterans Affairs Medical Center, Lexington KY; ^6^Medicine, University of California, Los Angeles; ^7^Microbiology, Immunology and Molecular Genetics, University of California, Los Angeles; ^8^Human Genetics, University of California, Los Angeles; ^9^Department of Statistics, University of Kentucky; ^10^Department of Pathology, University of Cincinnati, Cincinnati OH

**A**

**B**

C

**Supplemental Figure 1**. Triglyceride (A) or cholesterol (B) concentrations in livers from GDX XX and XY male and female *Ldlr^-/-^* mice fed a Western diet for 4 months. C, Tissue sections from livers of mice from each group. Symbols represent individual mice, with mean ± SEM illustrated by horizontal lines. Scale bar = 100 μm.

**Supplemental Figure 2.** Hepatic VLDL secretion rates (plasma TG over time, A), slope of A (beginning from 1 hour, B), accumulation of newly synthesized and secreted apolipoprotein B100 (ApoB100) (3 hour time point from (A)) (C), quantification of apolipoprotein B48 (ApoB48) levels in C (D), quantification of ApoB100 levels in C (E). Symbols represent individual mice. Data are mean ± SEM (horizontal lines) from n = 5 mice/group. #, P<0.05 compared to female within genotype. @, P<0.05 XX versus XY (overall sex chromosome effect).

**
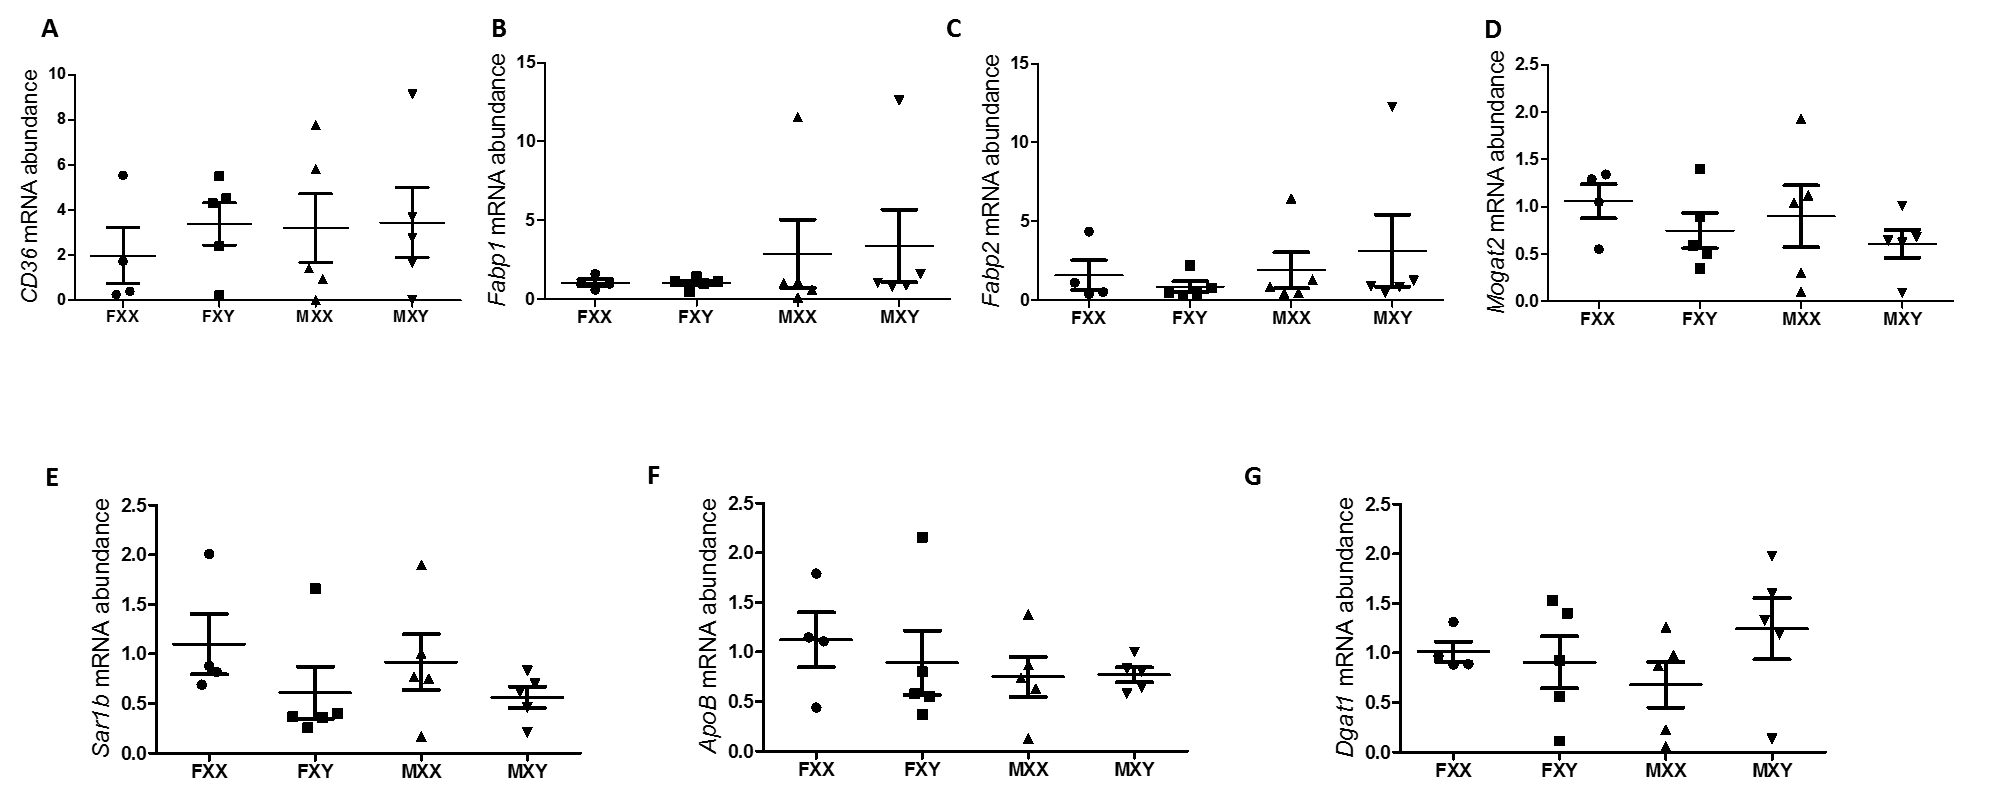
**

**Supplemental Figure 3**. mRNA abundance of *Cd36* (A), *Fabp1* (B), *Fabp2* (C), *Mogat2* (D), *Sar1b* (E), *Apob* (F), and *Dgat1* in small intestines from GDX XX compared to XY female and male *Ldlr^-/-^* mice. Symbols represent individual mice. Data are mean ± SEM (horizontal lines) from n = 4-5 mice/group.

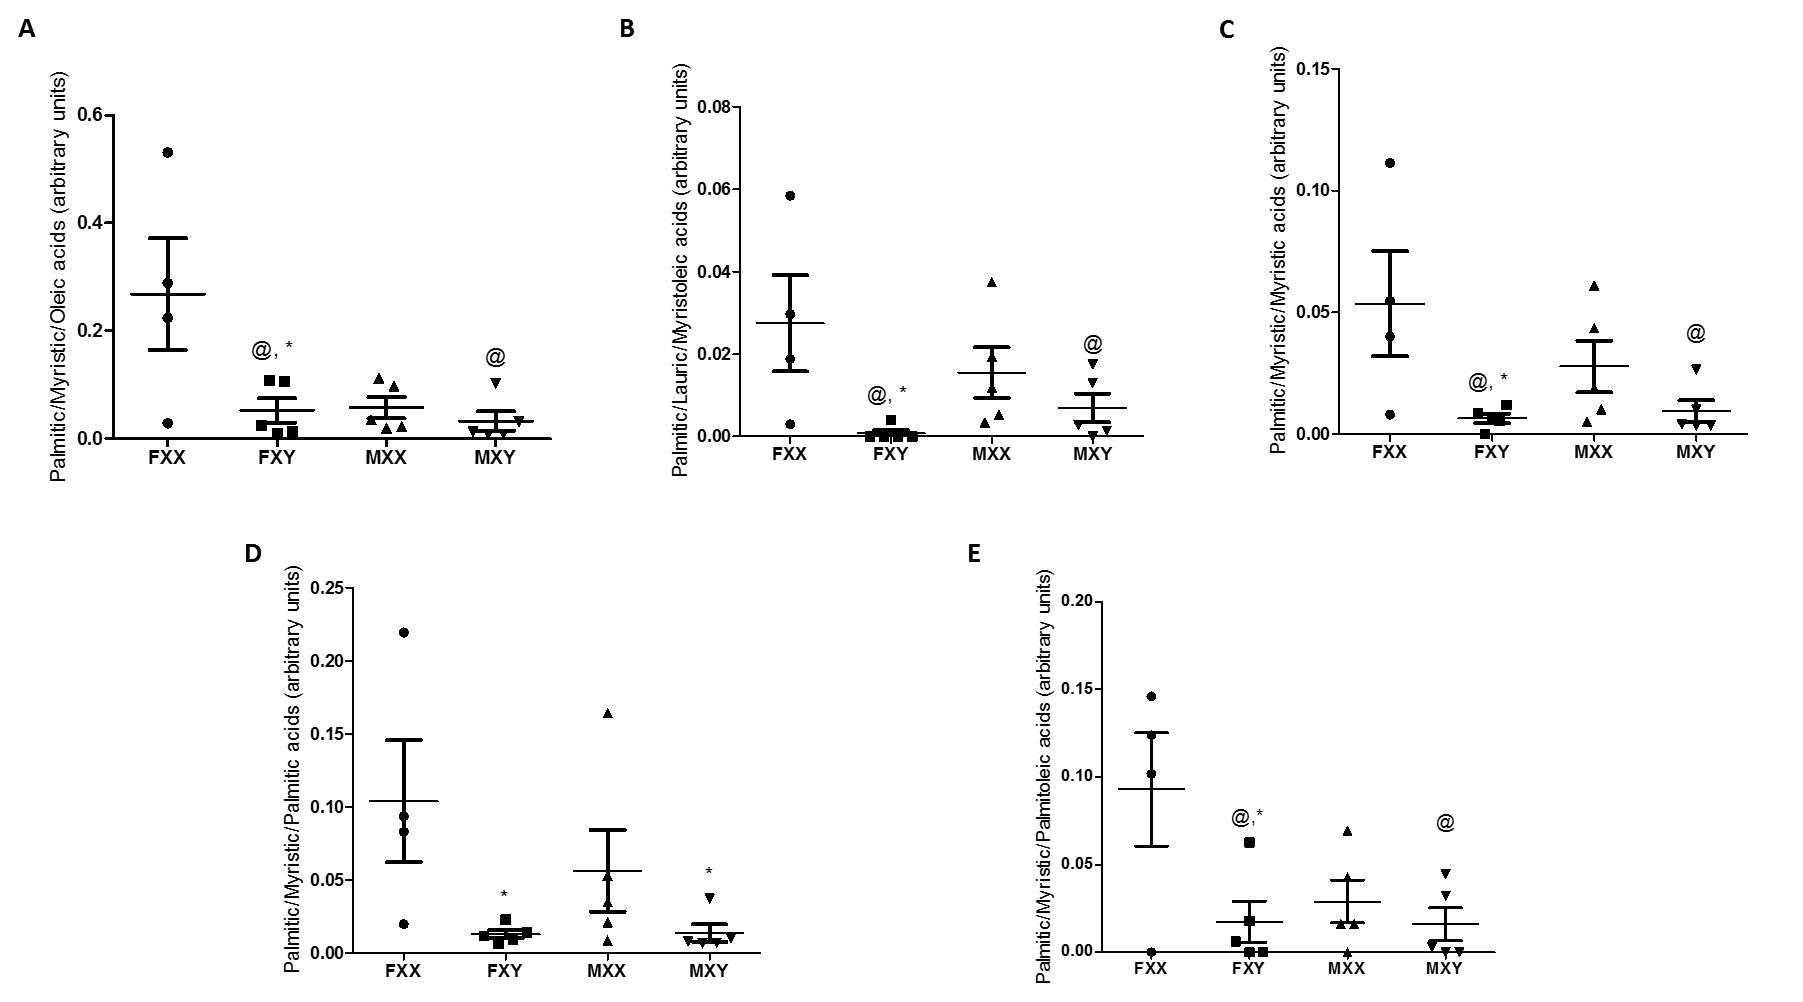

**Supplemental Figure 4**. Fatty acid mixtures in small intestines from four core genotype (FCG) XX compared to XY female and male GDX *Ldlr^-/-^* mice. Symbols are individual mice. Data are mean ± SEM (horizontal lines) from n = 4-5 mice/group. *, P <0.05 compared to XX within gonadal sex. @, P<0.05 XX *versus* XY (overall sex chromosome effect).

**B**

**C**

**A**

**D**

**Supplemental Figure 5**. Microbial alpha diversity as determined by Chao1 (A), PD whole tree (B) observed OTU indices (C) and Shannon Diversity Index (D) from male and female XX and XY four core genotype (FCG) *Ldlr^-/-^* mice fed the Western diet for 4 weeks. Symbols are individual mice. Data are mean ± SEM (horizontal lines) from n = 4-6 mice/group. @, P<0.05 females versus males (overall sex effect).

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Apob* | Cagtattctgccactgcaacc | aggacttcactagataaggtcc |
| *Cd36* | Gagactgggaccattggtga | tatatgtaggctcatccactac |
| *Fabp1* | Gtcaaggcagtcgtcaagct | tcttgtagacaatgtcgccca |
| *Fabp2* | Tagaccggaacgagaactatg | aatggtccaggccccagtga |
| *Mogat2* | Tggtggtacctggactgggaca | Gtggaagcccgcgatgtagttc |
| *Sar1b* | CAGCACGTCCCAACGCTACATC | ACGTGCCCACCCAGATCAAAA |
| *DGAT2* | CCGCAAAGGCTTTGTGAAG | GGAATAAGTGGGAACCAGATCA |
| *MTTP* | TGGAGCCCTGGTCAGGAA | CCACTGCCTTGAGCTTGCA |
| *Beta actin* | GCTCTGGCTCCTAGCACCAT | GCCACCGATCCACACAGAGT |
| *Beta2 microglobulin* | GGCCTGTATGCTATCCAGAA | GAAAGACCAGTCCTTGCTGA |
| *Gapdh* | GCCAAAAGGGTCATCATCTC | GGCCATCCACAGTCTTCT |

**Supplemental Table 1**. Primers for RT-PCR.

# Supplementary material for: XX sex chromosome complement promotes atherosclerosis in mice
**Source:** Nat Commun. 2019 Jun 14;10:2631. doi: 10.1038/s41467-019-10462-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Significant genes are listed in alphabetical order by gene symbol. Columns: Probe set ID- Affymetrix-based transcript-level probe-set identification numbers; Chromosome- chromosome location annotation; Symbol- official gene symbol annotation; #p- number of samples in which signal intensity was > 4.2 ; Mean + SEM (standard error of the mean) [for FX- gonadal female, XX genotype; FY- gonadal female, XY genotype; MX- gonadal male, XX genotype; MY- gonadal male, XY genotype]; ANOVA- analysis of variance p-values- probability values; q-values- multiple testing-corrected p-values [for Sex- main effect of gonadal sex; Chrom- main effect of chromosomal complement; Intrxn- Interaction term]; L2FCs- Log 2 fold change comparisons (Fgonadal female; M- gonadal male; X- XX chromosomal complement; Y- XY chromosomal complement). Note: for L2FCs, a negative value indicates that the column label denominator value is larger, and a positive L2FC indicates that the column label numerator value is larger.

How the deposited data were processed for this re-analysis (not part of the article)

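Liver gene expression was measured in 19 GDX *Ldlr*-/- FCG mice fed the Western diet for 16 weeks, 5 XX females (FXX), 5 XY females (FXY), 4 XX males (MXX) and 5 XY males (MXY), on 1 Affymetrix Mouse Transcriptome Array per mouse. The deposited table holds log2 signals per transcript-level probe set, made by the authors by robust multi-array averaging in Partek. The notes with the table also name Affymetrix Expression Console, and no version, genome build or signal space transformation is given. The values were read from the table as they are, with no further log or normalization. Every column belongs to 1 of the 19 mice, and the log2 fold changes computed from the columns were checked against those of Supplementary Data 1 for 1261 genes, with a largest difference of 3.5e-05.

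Probe sets had to reach a signal of 4.2 on at least 2 arrays, as in the methods, and to carry 1 gene symbol in the platform table, and the probe set with the highest mean was kept for each symbol. Of the 21530 genes tested, 21331 matched the RefSeq annotation of GRCm38.p6, by Entrez identifier or, where that gave no match, by symbol. That annotation gave the chromosome of each gene, whether it is coding, newer names and which genes neighbour each other. No coordinates are given, since the build of the array annotation is not stated. In the gene lists 8 symbols were updated through these tables. Probe sets with several symbols (2176) or none (39874) were left out, and so were 65 probe sets of Supplementary Data 1 that the platform table does not name. Control probe sets were not tested. A member of a list counted as near background where its mean in every group lay less than 1 above the highest array median of the negative controls, a measure chosen after seeing the data.

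Group means were compared with limma 3.58.1 in R 4.3.3, with statmod 1.5.0 and jsonlite 2.0.0, by lmFit and eBayes in 1 model with 4 group means. The contrasts were the effect of complement (XX minus XY, averaged over both sexes), of gonadal sex (male minus female, averaged over both complements), their interaction, and the effect of complement in each sex. P-values were adjusted by the Benjamini-Hochberg method over all genes of a contrast, and a gene passed at an adjusted p of at most 0.01. The limits of the volcano plot, a change of more than 4-fold and an unadjusted p under 1e-06, were applied to the same model. Shares of genes on chromosomes were compared by Fisher's exact test, and RNA integrity numbers by exact permutation tests, all two-sided. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.

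Lists were tested with limma's camera, with the preset correlation of 0.01 between genes and again with an estimated correlation, and with fry, each adjusted over 36 lists and called at an adjusted p under 0.05. For the effect of complement 20 lists passed with the preset, 2 with an estimated correlation (the genes of the Y chromosome and the X block from *Tmsb4x* to *Mid1*) and 15 with fry. The lists cover Y genes, X genes expressed from both chromosomes, the X block and its flank; Kupffer cells, Ly6C-low and classical monocytes, lipid-laden macrophages, neutrophils, T cells, B cells, natural killer cells and dendritic cells; MHC class II, Toll-like receptors, interferon response, cytokines, NADPH oxidase, actin and tyrosine kinases; endothelium, stellate cells, bile ducts, hepatocytes and red blood cells; cholesterol synthesis and transport, bile acids, lipogenesis, lipid droplets, fatty acid oxidation and the fat absorption genes measured in intestine; genes biased to males or females; and stress and ribosomal genes.

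The tests, thresholds, gene lists, most of the alternatives and the rule for named genes were set before the data were examined. The rule names every gene that the paper names for liver or labels in Fig. 4b; the 12 genes with the largest change in each direction among those past the test with the same sign in both sexes; the 10 genes with the smallest p for gonadal sex and for the interaction; and the 4 members of each list with the smallest p, or all members for some lists. Supplementary Data 1 and Fig. 4 had been seen when the rule and the lists were written, so these genes are not independent evidence, and the genes that the text takes from the rule, or adds as members of a list, were chosen after their values were seen. *Sirpb1a* shares its probe set with other symbols and has no value of its own.

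The alternatives were the plain two-way linear model of the methods, Storey's q with a lambda of 0.5, which the methods do not give, both together, a threshold of 0.05, no filter and a filter of 6 on 4 arrays, every probe set, re-centring on the array median, quantile normalization, a trended and robust variance, array quality weights, RNA integrity as a covariate, the replicate number as a block, each array left out in turn, and models of 1 sex alone. Alternatives chosen after seeing the data were leaving out the 4 arrays of narrowest range, genes with an Entrez identifier alone and with the plain model and Storey's q, *Ptprc* as a covariate, and the plain model at the largest complement p of Supplementary Data 1. Replicate numbers did not pair the arrays: over 27 pairs of arrays with the same number the mean correlation of their deviations from the group means was 0.0451, and 11 of these pairs were above 0.1.

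The test was run on simulated data of the same design, 5 simulations with 21530 genes each. It recovered 47.8% of 335 genes changed by 0.5 on the log2 scale, 87.8% of 335 changed by 1 and 98.8% of 330 changed by 2, with 6 false calls in all for complement and 0 calls for gonadal sex and for the interaction. Of 50 shifted lists 50 were called by camera with the preset, and of 150 unshifted lists 0. Genes were drawn independently of each other, so this says nothing of false calls among correlated genes. In the real data, splits with complement shuffled gave up to 23 lists past that test. Splits of the samples were drawn 100 at a time with a fixed seed. The over-representation of Table 3 was not repeated, since the categories and their background are not in the files, and experiments of the paper without deposited data were left out.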

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

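The tests of a further copy of the X segment, of its whole span and of its genes above background, and of all 3 explanations for the monocyte genes were chosen only after the result was seen.

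The 9 measured X genes listed from *Tmsb4x* to *Mid1*, which the paper does not discuss as a group, were higher in XY livers with a median log2 difference of −0.95, or −0.948 to 3 digits, while their flank on the same chromosome stood near 0. Leukocyte content as the whole of this is argued against by a median of −1.36 with *Ptprc*, the CD45 gene, as a covariate (−1.43 to −1.06 with each array left out). *Ptprc* itself differed by complement, and with it as a covariate the Y gene *Uty* also moved, from −4.16 to −4.56. The size of the adjusted median is therefore uncertain. Of 13842 other runs of 9 neighbouring tested coding genes, 0 had a median as low under the same covariate, and the lowest of them was −1.10. The block was listed around *Tlr7* and *Tlr8* after their difference had been seen, and it leaves out the coding gene *Gm15246*. This count alone therefore does not exclude a chance run of neighbours. A further copy of this segment in XY mice is a candidate explanation: with *Ptprc* as a covariate the block lay −1.42 from its flank (−1.48 to −1.13 with each array left out), whose median was 0.06, and −1.32 from it over the 8 block and 10 flank genes that lay at least 1 above the negative controls in some group. With the 4 other tested genes of the span, all near background, the median with *Ptprc* was −0.49 (−0.54 to −0.43 with each array left out). That median was not compared with runs of all tested genes. Over the 10 coding genes of the span it was −1.25, lower than in all 13822 other runs of 10 coding genes. A further copy stays open with any change in the regulation of the block that the genotype brings, since no DNA was measured.

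Markers of Ly6C-low monocytes were higher in XY livers, with a median log2 difference of −2.05 over 12 genes, none of them in another list and 5 of them labelled in Fig. 4b. A lower share of hepatocytes would raise the genes of other cell types, but stellate cell and matrix genes moved the other way. Their median was 0.277 (0.21 to 0.34 with each array left out), with 6 of 17 genes near background. This argues against it as the whole only if their expression per cell was unchanged, which was not measured. More Ly6C-low monocytes in XY livers is a candidate explanation, as the medians of Kupffer cells, classical monocytes and lipid-laden macrophages, lists with most genes well above the negative controls, lay 1.37 or more above theirs, and their abundant genes stood high (*Clec4a1* at 13.85 ± 0.73, SD, n = 5, in XY females). The list was written after Fig. 4b had been seen, so this gap is not independent support. Its members *Ace* (0.14) and *Cx3cr1* (−0.06) did not pass. Blood left in the liver stays open as a place of such cells: neutrophil genes had a median of −0.234, but 10 of 14 lay less than 1 above the negative controls in every group, and so did 2 of 3 genes of red blood cells, so that these lists decide nothing. Higher expression per cell stays open too, since no cells were sorted or counted here.

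In 687 of 763 genes (90.0%) the effect of complement was larger in females than in males. Chance could not be excluded as a cause: 12 of 100 splits with gonadal sex shuffled within each complement, the real one included, gave a share as large in 1 sex, up to 95.7%. A single array is argued against as the cause, since the share was 84.0% or more with each array left out (lowest without MXX replicate 1), and so are the arrays of narrow range, without which it was 85.9%. A biological difference between gonadal females and males stays open, untested beyond the interaction, in which no gene passed in limma (725 at an unadjusted p under 0.05) or in the plain two-way linear model (734).

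Whether chance could give such counts was examined in 100 splits of the mice for each. Chance can be excluded for complement (763 genes, highest other split 0), for complement in females (594, highest other 0) and for the limits of the volcano plot (35, highest other 0). In males 10 genes passed, and the highest other split gave 9. *Xist* and Y genes mark the complement, so the real split must call them. The count in males therefore decides nothing beyond such genes. For gonadal sex and the interaction the splits say nothing, since a real count of 0 is matched by any split (highest other 0). Chance cannot be excluded for the number of lists past camera with the preset (20, highest other 23), which 7 splits reached, the real one included.

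Differences between the sexes in the effect of complement appeared in 12 lists by camera with the preset, and in none with an estimated correlation, where their adjusted p ran from 0.288 to 0.719, or with fry. The medians of the female effect minus the male effect were −1.04 for Ly6C-low monocytes, −0.388 for Toll-like receptors, −0.103 for interferon, −0.108 for cytokines, −0.614 for NADPH oxidase, −0.709 for actin and −0.697 for tyrosine kinases. They were 0.0773 for hepatocytes, 0.581 for cholesterol synthesis, 0.496 for bile acids, 0.581 for lipogenesis and 0.499 for genes higher in intact males.

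Signals also appeared by camera with the preset in lists that the paper does not discuss, each lost with an estimated correlation save that of the X block. Medians of XX minus XY were 0.559 for lipid-laden macrophages, 0.277 for stellate cells and matrix, 0.226 for bile ducts, 0.471 for lipogenesis, 0.441 for lipid droplets, 0.225 for fatty acid oxidation and −0.258 for ribosomal proteins.

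Single mice stood apart from their group in 50 of 623 groups of values (8.03%), where chance gives about 1 in 20. The measure is the gap to the nearest other mouse as a share of the range of the group. MXY replicate 2 held 14 of them. It was highest for *Xist* (0.822) and *Uba1y* (0.765) and for the mean signals of genes of neutrophils (0.794), T cells (0.828), B cells (0.732) and bile ducts (0.737). It was lowest for *Pbdc1* (0.716), *Eif2s3y* (0.722), *Lgals1* (0.776), *Fabp2* (0.779) and *Apob* (0.981) and for the lists of Y genes (0.752), fatty acid oxidation (0.749) and fat absorption genes (0.783). MXX replicate 2 was lowest for *Eif2s3x* (0.854), *Ddx3x* (0.857), *Usp9x* (0.961), *Zfx* (0.912), *Apob* (0.947), *Cyp2d9* (0.891), *Alb* (a share of 1), the SD of the tested genes (0.830) and the list of X genes expressed from both chromosomes (0.895), and highest for *Gpm6b* (0.836). FXY replicate 2 was highest for *Pbdc1* (0.838) and the lists of red blood cells (0.838) and ribosomal proteins (0.715), and lowest for *Cyp7b1* (0.812) and natural killer cells (0.797). FXX replicate 5 was lowest for *Usp9x* (0.720) and highest for *Amelx* (0.747), *Clec4a3* (0.754) and *Adgre1* (0.712).

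FXX replicate 1 was lowest for *Osbpl3* (0.732), *Abcb1b* (0.742) and *Mir1964* (0.935), and FXX replicate 2 lowest for *Cd79b* (0.758) and highest for *Mogat1* (0.845). FXX replicate 3 was highest for *H2-M2* (0.734) and *Syk* (0.712), and FXY replicate 1 for *Usp9x* (0.740). FXY replicate 5 was lowest for *Apob* (0.953) and the list of Y genes (0.717). MXX replicate 1 was highest for *Clec4a1* (0.835) and the Ly6C-low monocyte list (0.846), MXX replicate 3 for *Ace* (0.908), MXY replicate 3 for *Themis* (0.812), and MXY replicate 5 for *Sprr1a* (0.733) and *Pparg* (0.771). MXY replicate 1 was lowest for the stress list (0.886).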

How the results depend on the processing

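The alternatives with *Ptprc* as a covariate, without the 4 arrays of narrowest range, with Entrez identifiers and at the largest complement p of Supplementary Data 1 were chosen after seeing the data; the cause of each change below was not tested unless stated.

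The direction of the complement effect held in every alternative for all but 25 of the genes the text names, and of 77 such genes past the test 52 to 77 still passed under the other alternatives with all 19 mice, apart from *Ptprc* as a covariate (8 of 76); the stricter filter measured 71 of the 77. Intensities are relative, and a gene near background on every array could show no difference. Quantile normalization moved the median log2 difference of all genes from 0.03 to 0.01.

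Counts for complement (763) were 1537 at an adjusted p under 0.05, 1190 with array quality weights, 373 with RNA integrity as a covariate, 517 with the replicate block, 512 without the 4 arrays of narrowest range (384 of them shared), 8 with *Ptprc* as a covariate and 1474 in the plain model at the largest complement p of Supplementary Data 1. Leaving out each array gave 520 (without MXX replicate 4) to 780. The count for gonadal sex (0) was 1 after quantile normalization, 6 with array weights, and 0 to 1 with each array left out (1 without MXY replicate 2); the interaction gave 0 in each alternative run. In females (594) it was 1109 at an adjusted p under 0.05, 1105 with array weights, 6 with *Ptprc* and 357 to 781 with each array left out (357 without FXY replicate 3, 383 without FXY replicate 2). In males (10) it was 19 with array weights, 4 in a model of the males alone, where fewer mice set the spread, and 7 to 21 with each array left out (21 without MXY replicate 3). Past the volcano limits (35) it was 19 in the plain model, with and without Storey's q and with Entrez identifiers, 17 with RNA integrity, 22 with the block, 12 without the 4 arrays, 4 with *Ptprc*, and 19 to 48 with each array left out. Lists past camera with the preset (20) numbered 17 to 23; with an estimated correlation (2) they were 8 without a filter and 2 to 5 with each array left out (5 without MXY replicate 3). The odds ratio of X or Y genes (1.09) was 0.990 (Fisher's exact test, p = 1) in the plain model with Storey's q and 1.15 (p = 0.204) at an adjusted p under 0.05.

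Signs that turned did so in genes not past the test under that alternative. After quantile normalization *Usp9x* was at 0.015, *Uba1y* at −0.033, *Gm15246* at −0.033 and *Amelx* at −0.065. With array weights *Usp9x* was at 0.038, *Amelx* at −0.074, *Srebf2* at 0.036, *Idi1* at 0.32 and *Gm15246* at −0.045, and without the 4 arrays of narrowest range at 0.034, −0.085, 0.086, 0.48 and −0.066. With RNA integrity *Cx3cr1* was at 0.019. With each array left out *Usp9x* ran from −0.12 to 0.039, *Amelx* from −0.050 to 0.054, *Idi1* from −0.27 to 0.14, *Cx3cr1* from −0.13 to 0.0066, *Gm15246* from −0.026 to 0.082 and *Apob* from −0.0051 to 0.051. With *Ptprc* as a covariate *Amelx* was at −0.030, *Gm15246* −0.058, *Ap1s2* 0.070, *Rac2* 0.17, *Cybb* 0.54, *Vav1* 0.082, *Csf1r* 0.37, *C1qb* 0.18, *Adgre1* 0.11, *Il1b* 0.99, *Ccl3* 0.098, *Itgam* 0.61, *Csf3r* 0.068, *Bank1* 0.14, *Tgfb1* 0.036, *Ncf4* 0.21, *Cx3cr1* 0.56, *Alb* 6.5e-04, *Idi1* 0.32, *Fabp2* −0.72, *Cd36* −0.16 and *Apob* −0.13.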

Differences from the paper's values

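The plain model at the largest complement p of Supplementary Data 1 and the settings with Entrez identifiers were run only after the result was seen.

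The paper's number of genes that differed by complement is 1399, and here it was 763. Of the alternatives set before the data were examined, Storey's q (976), an adjusted p under 0.05 (1537), quantile normalization (1049) and array quality weights (1190) fall within 1.5 times the paper's value. The others do not: the plain two-way linear model (605), that model with Storey's q (868), no filter (674), the stricter filter (723), every probe set (752), re-centring (850), a trended and robust variance (770), RNA integrity as a covariate (373), the replicate block (517) and each array left out (520 to 780). The paper used the plain model with Storey's q and does not give its lambda. The plain model with an unadjusted p at or below 0.00339, the largest complement p in Supplementary Data 1, chosen after seeing the values, gave 1474 genes, 394 higher in XX and 1080 higher in XY, and left out 1 of the 1261 genes of Supplementary Data 1 that were tested here. Storey's q in the plain model with Entrez identifiers alone, also chosen after seeing the values, gave 909.

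Supplementary Data 1 holds 355 genes higher in XX mice, the paper's value, against 123 here. Within 1.5 times of it were an adjusted p under 0.05 (384), quantile normalization (313) and array weights (429), and the other alternatives set before the data were examined were not, among them Storey's q (183), the plain model with Storey's q (179), re-centring (150) and each array left out (63 to 163). It holds 1044 genes higher in XY mice, the paper's value, against 640 here. Within 1.5 times were Storey's q (793), an adjusted p under 0.05 (1153), re-centring (700), quantile normalization (736) and array weights (761), and the plain model with Storey's q (689), the others and each array left out (452 to 667) were not.

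In Supplementary Data 1, 21 genes lie past both limits of the volcano plot, the paper's value, against 35 here. Of the alternatives set before the data were examined, the plain model with and without Storey's q (19), quantile normalization (25), RNA integrity (17) and the replicate block (22) fall within 1.5 times, and so does leaving out any 1 array (19 to 25, and 21 without FXX replicates 1 to 4 or FXY replicates 2 or 5) other than FXY replicate 4 (35), MXY replicate 2 (33), MXY replicate 3 (48) and MXY replicate 4 (35). Array weights (34) do not, nor do Storey's q, an adjusted p under 0.05, both filters, every probe set, re-centring and the trended variance (35 each).

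Of the 1399 probe sets of Supplementary Data 1, 1261 were among the genes tested here, 72 carry several symbols and 65 are not named in the platform table. Of those tested, 655 passed here and 606 did not, and 108 genes passed here that it does not list. The log2 fold changes of the 1261 genes all have the same sign as here and differ from these by at most 3.5e-05. Their complement p lies within 1% of the plain model for 1258. For these genes this argues against normalization or array weights as the source of the difference in counts. The interaction q of 1398 probe sets in that table is over 1 (largest 2.89), a value that a q cannot take.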

Other observations

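Hepatocyte genes did not pass the test for complement. Of 15 measured genes, among them *Alb* and *Hnf4a*, none passed over all genes or when adjusted over the list alone, and the median log2 difference XX minus XY was −0.02. *Alb* lay at 19.93, the highest value of the scale, in XY mice, and at 19.92 in XX mice, so that a difference in such abundant genes could not show. Of 8 measured genes of bile duct epithelium, *Tspan8*, a membrane protein of epithelia, was higher in XX mice by 1.06 (SE 0.21, adjusted p = 0.00451) and none was lower (1 and 0 when adjusted over the list alone; median 0.23; adjusted p = 0.0681 with an estimated correlation), although all 8 lay less than 1 above the negative controls or below them, and the call of *Tspan8* ended without FXX replicate 2, FXY replicate 2, FXY replicate 3 or MXX replicate 4, with RNA integrity as a covariate and with the replicate block. Of 14 measured genes of fatty acid oxidation none passed over all genes or when adjusted over the list alone, and the median was 0.23 (camera with the preset, adjusted p = 0.0434, and adjusted p = 0.659 with an estimated correlation). *Plin2*, a coat protein of lipid droplets, differed by 0.84 (SE 0.23, adjusted p = 0.0304). Of 8 measured fat absorption genes that the paper assayed in intestine, none passed in liver over all genes or when adjusted over the list alone (median 0.23): *Fabp2*, a fatty acid binding protein, differed by 1.04 (SE 0.41, adjusted p = 0.152) and *Cd36*, a fatty acid transporter, by 0.70 (SE 0.30, adjusted p = 0.190).

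Measured genes known to differ between intact males and females did not pass for complement over all genes. Of 12 measured male-biased genes none passed over all genes and 1 was lower in XX mice when adjusted over the list alone (median 0.05). Of 13 measured female-biased genes none passed either way (median −0.22). *Fmo3*, a further female-biased gene, has a probe set that the platform table does not name. Added to the model, it differed by −4.14 (SE 0.75, adjusted p = 0.00199 from limma). Of 9 measured genes of acute stress none passed over all genes and 1 was lower in XX mice when adjusted over the list alone (median 0.09), and of 3 genes of red blood cells none passed either way (median −0.08). Of 7 measured ribosomal protein genes *Rps9* was lower in XX mice, by −0.38 (SE 0.08, adjusted p = 0.00475), and none was higher (2 and 0 when adjusted over the list alone; median −0.26; adjusted p = 0.128 with an estimated correlation), a call that ended with 8 of the 19 arrays when left out in turn, with the replicate block and without the 4 arrays of narrowest range, chosen after seeing the data. *Gm22960*, a gene whose function is not given in the files, was higher in XX mice by 1.74 (SE 0.17, adjusted p = 1.19e-05), with every XX mouse above every XY mouse. *Asb2*, a subunit of a ubiquitin ligase, and *Adamdec1*, a metalloprotease of macrophages, were higher in XY mice, with differences of −2.03 (SE 0.19) and −4.85 (SE 0.56).

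With *Ptprc* as a covariate, chosen after seeing the data, the 8 genes that passed were *Xist*, *Uty*, *Eif2s3y*, *Kdm5d*, *Msl3*, *Arhgap6*, *Tlr8* and *Prps2*, all on the X or Y chromosome. *Ptprc* itself differed by complement, so a call lost with it can also reflect lower precision. *Eif2s3x* was then at 0.73 (SE 0.16) against 0.77 without it, and *Kdm5c* at 0.52 (SE 0.18) against 0.56, and neither passed. The SE of *Xist* was 0.26 against 0.14, while that of *Tlr8* was 0.20 against 0.32. In females 4 lists passed camera with an estimated correlation and in males 2, of 36.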
